# Gene expression predicts dormant metastatic breast cancer cell phenotype

**DOI:** 10.1186/s13058-022-01503-5

**Published:** 2022-01-29

**Authors:** Qihao Ren, Weng Hua Khoo, Alexander P. Corr, Tri Giang Phan, Peter I. Croucher, Sheila A. Stewart

**Keywords:** Dormancy, scRNA-seq, Biomarkers, Breast cancer, Disseminated tumor cell

## Abstract

**Background:**

Breast cancer can recur months to decades after an initial diagnosis and treatment. The mechanisms that control tumor cell dormancy remain poorly understood, making it difficult to predict which patients will recur and thus benefit from more rigorous screening and treatments. Unfortunately, the extreme rarity of dormant DTCs has been a major obstacle to their study.

**Methods:**

To overcome this challenge, we developed an efficient system to isolate and study rare dormant breast cancer cells from metastatic organs including bones, which represent a major site of metastasis. After isolation of cells from the long bones, we used single cell RNA-sequencing (scRNA-seq) to profile proliferative and dormant PyMT-Bo1 breast cancer cells. We also compared this signature to dormant versus proliferative tumor cells isolated from the lungs. Finally, we compared our dormant signature to human datasets.

**Results:**

We identified a group of genes including *Cfh, Gas6, Mme* and *Ogn* that were highly expressed in dormant breast cancer cells present in the bone and lung. Expression of these genes had no impact on dormancy in murine models, but their expression correlated with disease-free survival in primary human breast cancer tumors, suggesting that these genes have predictive value in determining which patients are likely to recur.

**Conclusions:**

Dormant breast cancer cells exhibit a distinct gene expression signature regardless of metastatic site. Genes enriched in dormant breast cancer cells correlate with recurrence-free survival in breast cancer patients.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-022-01503-5.

## Background

Breast cancer is the most common cancer diagnosed among women worldwide and is the second leading cause of death [1]. Although most breast cancer patients are diagnosed at an early stage and successfully treated, ~ 20–30% experience cancer recurrence months to years later. Unfortunately, late breast cancer recurrences (> 5 years) account for most of the deaths among this patient population [2]. These findings raise important questions including, (1) when do disseminated tumor cells (DTCs) leave the primary site and (2) what controls whether they go on to form deadly metastatic disease? Studies in the MMTV-Her2-CFP genetically engineered mouse model (GEMM) demonstrated that DTCs could be reliably found in multiple organs, including lung and bone, before primary tumor masses were detectable [3]. These early DTCs were dormant and stained negative for proliferation markers, but eventually gave rise to metastases. These observations suggest that dormant DTCs metastasize to the bone and lung early. Similarly, DTCs have been found in the bone marrow of patients with local disease where their presence is a prognosis marker for recurrence [4, 5]. Thus, in both patients and murine models, tumor cells have the capacity to metastasize early and remain dormant for months to decades. Uncovering the mechanisms that govern entrance and emergence from dormancy could have an important impact on not only our understanding of dormancy but also treatment choices and patient outcomes.

Unfortunately, the extreme rarity of DTCs in a patient’s bone marrow has been a major obstacle to exploring the mechanisms that regulate DTC dormancy and reactivation. Taking advantage of single-cell sequencing technologies, researchers have now profiled rare dormant cancer cells and have identified critical intrinsic signaling pathways that govern dormancy in myeloma and prostate cancer [6, 7]. Additionally, several studies successfully identified key niche components within the bone that maintain cancer cells in a dormant state [8–12], and changes in these niches that can lead to the outgrowth of dormant cancer cells [9, 11, 13–17].

In this study, we developed an efficient system for isolating rare dormant breast cancer cells in experimental metastases models and performed scRNA-seq comparing gene expression in dormant vs proliferative breast cancer cells. Through this approach, we identified a group of dormancy-related genes. The expression of dormancy-related genes identified in our analyses was consistently observed among different breast cancer dormancy models and correlated with breast cancer progression in patients. Our studies suggest that the gene expression signature we identified in disseminated dormant breast cancer cells exists in the primary site and can be utilized to predict which patients are more likely to experience a breast cancer recurrence. Further, these finding could lead to the development of novel treatments targeting dormant breast cancer cells in those patients more likely to experience a recurrence of their disease.

## Methods

### Cell lines and cell culture

The PyMT-Bo1 breast cancer cell line (C57BL6 background) was obtained from Dr. Katherine Weilbaecher's laboratory. The D2A1 and D2.0R breast cancer cell lines (BALB/c background) were gifted by Dr. Sandra McAllister. 293T cells were obtained from Dr. Robert Weinberg. All cell lines were cultured in DMEM high glucose with 10% heat-inactivated FBS and 1% Pen-Strep. All cells were cultured in 5% CO2 and 37 °C. Trypsin-EDTA (0.05%) was used for passaging and harvesting.

### Lentivirus production and plasmid vectors

Lentivirus production and transduction were carried out according to Addgene protocol (https://www.addgene.org/protocols/lentivirus-production/). The EGFP gene in the FUGW plasmid (Addgene ##14883) was replaced by H2B-mApple, Thy1.1 and Luc2-EGFP separately to label PyMT-Bo1 cells. Transduced PyMT-Bo1 cells were purified by FACS sorting. Lenti-luciferase-P2A-Neo (Addgene #105621) was used to express the luciferase gene in D2A1 and D2.0R cells because of the known immunogenicity of EGFP in BALB/c mice [18]. Transduced D2A1 and D2.0R cells were selected for in 500 µg/ml G418 (Gibco). The LentiCRISPR v2 plasmid (Addgene #52961) was used to knock out dormancy-related genes in D2.0R cells with gRNA sequence targeting selected dormancy genes (Additional file 4: Supplementary Table S3). For overexpression in PyMT-Bo1 cells, the Cas9 gene in pLenti-Cas9-P2A-Puro plasmid (Addgene #110837) was replaced with cDNAs by Gibson assembly. Knockout and overexpression cells were selected by 2 µg/ml puromycin (Sigma).

### Mice

All mice used in this study were 8–10 weeks old female mice purchased from the Jackson Laboratory. Wild-type C57BL6/J mice (Stock#: 000664) were used for FACS isolation of PyMT-Bo1 cells. Dormancy-gene overexpressed PyMT-Bo1 cells were injected into B6(Cg)-Tyr^c−2 J^/J albino mice (Stock#: 000058) to compare in vivo metastatic ability. BALB/cJ (Stock#: 000651) mice were used for experiments involving D2A1 and D2.0R cells. All mice were directly purchased from the Jackson Laboratory and housed for at least one week before being used for experiments. All animal experiments were in accordance with Washington University in St. Louis's Studies Committee and Institutional Animal Care and Use Committee (IACUC).

### Membrane staining and injection of breast cancer cells

Vybrant™ DiD Cell-Labeling Solution (Invitrogen) was used to stain adherent breast cancer cells directly in petri dish. Specifically, DiD solution was added 5 µl/ml into complete culture medium and mixed well before adding to adherent breast cancer cells. Cells were stained for 8 h and replaced with fresh complete culture medium 1d before injection to remove the excess dye. For intravenous (IV) injection, 500,000 breast cancer cells are injected into restrained mice without anesthesia. Ketamine/Xylazine solution was used for anesthesia during intracardiac (IC) and intra-tibial (IT) injection. 500,000 breast cancer cells in 50 µl PBS are injected into the left ventricle of heart for IC injection, while 5000 breast cancer cells in 10ul PBS are injected directly into tibia for IT injection. 29 G insulin syringes were used for IV, IC and IT injections.

### Fluorescence imaging of tumor cells in the bone

Mice were perfused with Heparin (Alfa Aesar) solution followed by 4% PFA (Microscopy Sciences) before harvesting tissues for fluorescence imaging. Bones were fixed in 4% PFA overnight. Zeiss LSM 880 Airyscan Two-Photon Confocal Microscope was used to image PyMT-Bo1 metastatic lesions in the intact bones. To image DiD + cells in the bone, harvested bones were decalcified in 14% EDTA pH = 7.2 for 3 days before cryo-sectioning (10 µm sections). Samples were mounted with Fluoroshield containing DAPI (Sigma) to preserve the DiD fluorescence and imaged by Nikon Eclipse Ti-E microscope.

### Breast cancer cell isolation from bone and lung

IC injected mice were euthanized according to IACUC guidelines. The method for tumor cell isolation from bone has been described in the RESULTs section. Briefly, muscle and connective tissue are removed from the femur and tibia. Bones were then ground with a mortar and pestle in 2 mg/ml Collagenase Type I (Sigma) dissolved in DMEM/F12. Ground bone pieces were cut into even smaller pieces with a scissor and transferred to bottles in a water bath for collagenase digestion at 37 °C. After a 25-min digestion, supernatant (1) was collected on ice and fresh collagenase digestion solution was added back for further digestion. After two more rounds of 25 min digestion, supernatant (2) and (3) were collected again on ice and the remaining bone pieces were washed with FACS buffer 3 times to collect all the released cells. Supernatant (1), (2), (3) and FACS buffer (0.5% BSA in PBS with 2 nM EDTA) collections were combined and filtered through 40 µm cell strainer to obtain a single cell suspension. Red blood cells were lysed using RBS lysis buffer (BioLegend) for 5 min on ice. For lung metastases, lungs were collected and cut into 1–2 mm^3^ pieces for digestion. Lung tissues were digested in 2 mg/ml collagenase solution for 45 min. Digested tissues were passed through a 40 µm cell strainer and subjected to RBC lysis as above.

### Collection of dormant and proliferative PyMT-Bo1 cells for scRNA-seq

Single cell suspensions from digested bones and lungs were first enriched for PyMT-Bo1 tumor cells using Thy1.1 MACS beads (Miltenyi Biotec) according to the manufacturer protocol. After MACS enrichment, cells were blocked with 1:200 anti-mouse CD16/32 (2.4G2) for 10 min and then stained with 1:200 anti-mouse CD45 (30-F11, PacBlue) and 1:200 anti-mouse Thy1.1 (OX-7, PE-Cy7) in FACS buffer (0.5% BSA in PBS with 2 mM EDTA). 0.1 µg/ml DAPI (Sigma) was added to the sample 5 min before FACS analysis to stain for dead cells. PyMT-Bo1 cells were sorted into 96-well plates containing 2 µl of 10 × Lysis buffer (Clontech) with 5% RNase inhibitor (Clontech), 1 cell per well. Plates were then sealed, spun and stored in − 80 °C before proceeding to scRNA-seq. A Sony SY3200 cell sorter was used for single cell sorting.

### scRNA-seq and analysis

Single‐cell cDNA was generated using the SMARTer Ultra Low RNA Kit v4 (Takara) with modifications as previously described [6]. Briefly, 1:2,500,000 dilution of ERCC spike‐in controls (Ambion) was incorporated during first‐strand cDNA synthesis and subsequent steps were performed according to the manufacturer's instructions at half‐reaction volumes. cDNA amplification was performed at 18 cycles and its quality was assessed using the Bioanalyzer HS DNA chip (Agilent Technologies) according to the manufacturer's instructions. Sequencing libraries were generated using 1 ng of input material using the Nextera XT Kit (Illumina) according to the manufacturer's protocol at half-reaction volumes. Libraries were pooled and paired-end sequenced (125‐bp reads) across 2 lanes on Illumina HiSeq2500 on a high‐throughput mode.

### scRNA-seq data preprocessing and normalization

Illumina sequence adapters were trimmed, and reads were aligned to a modified version of the GRCm38/mm10 mouse genome (supplemented with ERCC, mApple, eGFP, luciferase, PyMT oncogene sequences) using the STAR aligner [19]. Summarized gene transcript counts and TPMs were generated using RSEM [20]. All subsequent normalization and differential expression analyses were performed using the BASiCS package according to methods previously described. Visualization of the differentially expressed genes (DEG) between the dormant and reactivated PyMT cells was performed by rescaling the gene expression in the 10% and 90% quantile and removing genes which failed the rescaling process. The Heatmap was generated using the ComplexHeatmap package in R [21].

### Low-input qPCR for sorted cells

Tumor cells were sorted 20 cells per well using BD FACSAria II Cell Sorter. CellsDirect™ One-Step qRT-PCR Kit (Invitrogen) was used to isolate RNA, generate cDNA and pre-Amplification (15 cycles) of sorted tumor cells. Probes for pre-Amp and qPCR were purchased from IDT (Additional file 3: Supplementary Table S2). qPCR was carried out using PrimeTime™ Gene Expression Master Mix (IDT) and the Bio-Rad CFX96 Touch Real-Time PCR Detection System.

### Bioluminescence imaging

All bioluminescence imaging experiments were performed on a Xenogen IVIS50. For in vivo experiments, mice were injected with 150 mg/kg D-Luciferin (Gold Biotechnology) in PBS and imaged under anesthesia (2% isoflurane vaporized in O_2_) 10 min later. Depending on the tumor burden, exposure time varied from 1 s to 3 min. For in vitro experiments, cells or bone pieces were incubated in 0.15 mg/ml D-Luciferin in DMEM/F12 medium for 10 min at 37 °C before BLI.

### Statistics analysis

All statistical analyses were carried out using Graphpad Prism. Numerical data are expressed as mean + / − SEM. Specific statistic analysis approaches were described in each figure legend. Kaplan–Meier Plots were generated online from Kaplan–Meier Plotter (https://kmplot.com/analysis/). [22]

## Results

### Development of a robust system to isolate rare DTCs from bone

In breast cancer patients, bone is the most common site of metastasis and DTCs have been found in the bones of patients with early-stage disease [23], suggesting the DTCs reside in the bone in a dormant state. To study dormant breast cancer cells disseminated to bone, we developed a tri-label system to facilitate their isolation (Fig. 1a). We expressed the firefly luciferase gene in PyMT-Bo1 breast cancer cells [24] to monitor their metastatic growth in vivo*.* Additionally, the H2B-mApple fusion gene was introduced to label the PyMT-Bo1 nucleus with bright red fluorescence. To further facilitate identification of our cells, we introduced a congenic cell surface marker *Thy1.1* into PyMT-Bo1 cells, which distinguished tumor cells from host cells in wild type C57BL6 mice that express *Thy1.2*. Strong promoters such as the CMV promoter are often subject to inactivation [25, 26]. Therefore, to ensure persistent expression *in* vivo, we chose the eukaryotic Ubc promoter to drive transgene expression. As a result, we found that our tri-labeled PyMT-Bo1 cells could be clearly distinguished from host cells. Using flow cytometry, we found a distinct mApple^+^Thy1^+^ population when tri-labeled PyMT-Bo1 tumor cells were mixed with bone marrow cells (Fig. 1b). Importantly, the addition of the Thy1.1 surface marker did not affect the metastatic characteristics of PyMT-Bo1 cells as evidenced by their ability to grow as robustly as PyMT-Bo1 cells that do not express *Thy1.1* (Additional file 1: Fig. S1a–d).

**Fig. 1:**
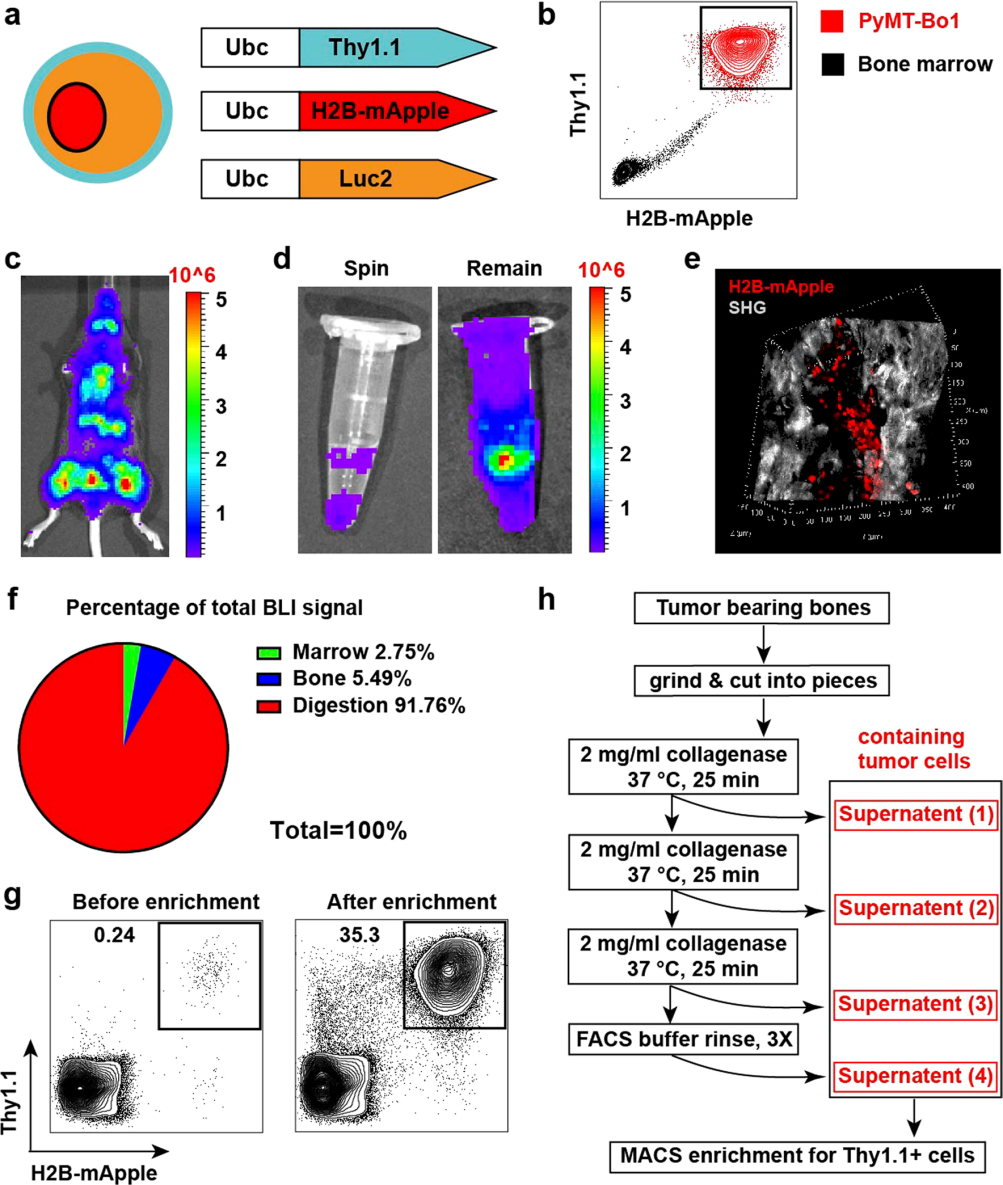
Development of an efficient tumor cell isolation system for DTCs in the bone. **a** PyMT-Bo1 labeling strategy using Thy1.1, H2B-mApple and Luc2. **b** Flow cytometry analysis comparing tri-labeled PyMT-Bo1 tumor cells admixed with murine wildtype bone marrow cells. **c** BLI image of WT C57BL6/J mice 9 days after IC injection of 500,000 PyMT-Bo1 cells. Scale represents photon flux (photons/sec/cm^2^/sr). **d** Representative ex vivo BLI image comparing PyMT-Bo1 cells spun from the bone marrow versus those that remain attached to the bone. Scale represents photon flux (photons/sec/cm^2^/sr). **e** Two-photon microscopy image of tumor-bearing femur. 3D reconstruction size: 425 × 425 × 168 µm^3^ (Red: mApple + tumor cell nucleus; Gray: second hormonic generation of collagen fibers) **f** Summary of PyMT-Bo1 signal in different fractions of the bone after 3 rounds of collagenase digestion. **g** Flow cytometry analysis of PyMT-Bo1 enrichment before and after Thy1.1 MACS. **h** Schematic of final tumor cell isolation strategy from bone

Having developed a labeling approach to identify PyMT-Bo1 cells, we next aimed to establish a robust approach to isolate them from the bone after intracardiac (IC) injection (Fig. 1c). However, unlike bone marrow cells or leukemic cancer cells, we found that flushing the bone marrow or centrifugation of the bone to remove the marrow was insufficient to separate tumor cells from mouse long bones (Fig. 1d). Indeed, whole-mount two-photon imaging revealed a close association between PyMT-Bo1 cells and the bone matrix (Fig. 1e). In line with Welte et al [27], routine enzymatic digestion only released a small fraction of the tumor cells from the bone and left the majority of tumor signal on the remaining bone pieces. To overcome this challenge, and balance isolation with viability, we adapted an osteocyte isolation approach [28]. Tumor-bearing bones were cut and ground into small pieces in 2 mg/ml collagenase type I and further subjected to three rounds of enzymatic digestion. Using this approach, we successfully released most PyMT-Bo1 cells from the bone as evidenced by the small amount of luciferase signal remaining on the enzymatically treated, smashed bone pieces (Fig. 1f). Extended digestion time recovered a few additional tumor cells as evidenced by increased luciferase activity (Additional file 1: Fig. S2a, b). Finally, to minimize sorting time and increase the viability of our cells, we optimized the isolation of the released tumor cells by taking advantage of the exogenous congenic cell surface marker Thy1.1. Released PyMT-Bo1 cells were enriched from bone marrow cells by using Magnetic-activated cell sorting (MACS), which resulted in a more than 100-fold enrichment (Fig. 1g). Importantly, we found that this approach resulted in the isolation of viable cells suitable for downstream analyses such as single cell RNA-sequencing (scRNA-seq). In summary, we developed an efficient system to isolate rare breast cancer cells from the bone microenvironment (Fig. 1h).

### Isolation of dormant breast cancer cells from bone

With an optimized system for recovering dormant breast cancer cells from the bone in hand, we next used fluorescent activated cytometric sorting (FACS) to sort dormant and proliferative PyMT-Bo1 cells from the bones of mice. To track dormant versus proliferative cells, we first compared two popular membrane dyes that have been used to track cell proliferation. For these studies, we compared the Vybrant DiD (DiD) membrane dye or CellTrace Far Red (CTFR, similar to CFSE), both of which are diluted ~ 50% after each cell division. To assess the durability of each dye, we lethally radiated murine fibroblasts (30 Gy) to halt their proliferation and labeled them with DiD or CTFR. We found that the DiD membrane dye was superior for long-term cell tracking because irradiated fibroblasts maintained the initial level of DiD staining over seven days while CTFR fluorescence was lost significantly over the same time course (Additional file 1: Fig. S3a). Thus, we choose to use DiD for subsequent studies as it would allow us to identify proliferating versus nonproliferating label-retaining cells (LRCs) in vivo over time.

For breast cancer, DTCs are found in upwards of 50% of patients with primary disease, yet most these patients do not go on to experience a recurrence [29]. Thus, our goal was to isolate and characterize DTCs from bones to determine what controls their ability to proliferate in distal organs. To obtain LRCs from the bone, DiD-stained tri-labeled PyMT-Bo1 cells were introduced into mice by IC injection, which can deliver tumor cells to the bone and other metastatic sites. Following IC delivery of cells, we followed tumor cell growth by bioluminescence imaging (BLI) and found that cells grew aggressively and maintained an exponential growth rate (Additional file 1: Fig. S3b). Cells were harvested 11 days after IC delivery, when proliferative PyMT-Bo1 cells had lost all DiD fluorescence in vitro (Fig. 2a and 2b). PyMT-Bo1 cells were isolated from both femurs and tibias of 5 IC injected mice using the approach described above for FACS sorting. To increase our sorting efficiency, cells were stained for CD45 and DAPI to exclude hematopoietic cells and dead cells, respectively. Using this approach, we found that DiD + dormant PyMT-Bo1 cells were rare in the bone but could nonetheless be reliably detected using flow cytometry (Fig. 2c). Fluorescence microscopy confirmed that sorted DiD + mApple + tumor cells displayed high DiD fluorescence intensity (Fig. 2d). We also confirmed the presence of DiD + cells inside the bones of mice by fluorescence microscopy in situ (Fig. 2e). The presence of the dye retaining cells in vivo raised the possibility that they were dormant and could seed future metastatic lesions or that they were arrested and incapable of re-entering the cell cycle. To ensure that DiD + cells retained the ability to divide, we isolated them and plated them into complete culture medium where we found they efficiently re-entered the cell cycle and started to proliferate, indicating that DiD + PyMT-Bo1 cells are viable dormant breast cancer cells that retain the ability to reactivate and divide (Fig. 2f). Having established our labeling and isolation procedure, we next sorted single DiD + dormant and DiD-proliferative PyMT-Bo1 cells into 96-well plates for downstream scRNA-seq analysis.

**Fig. 2:**
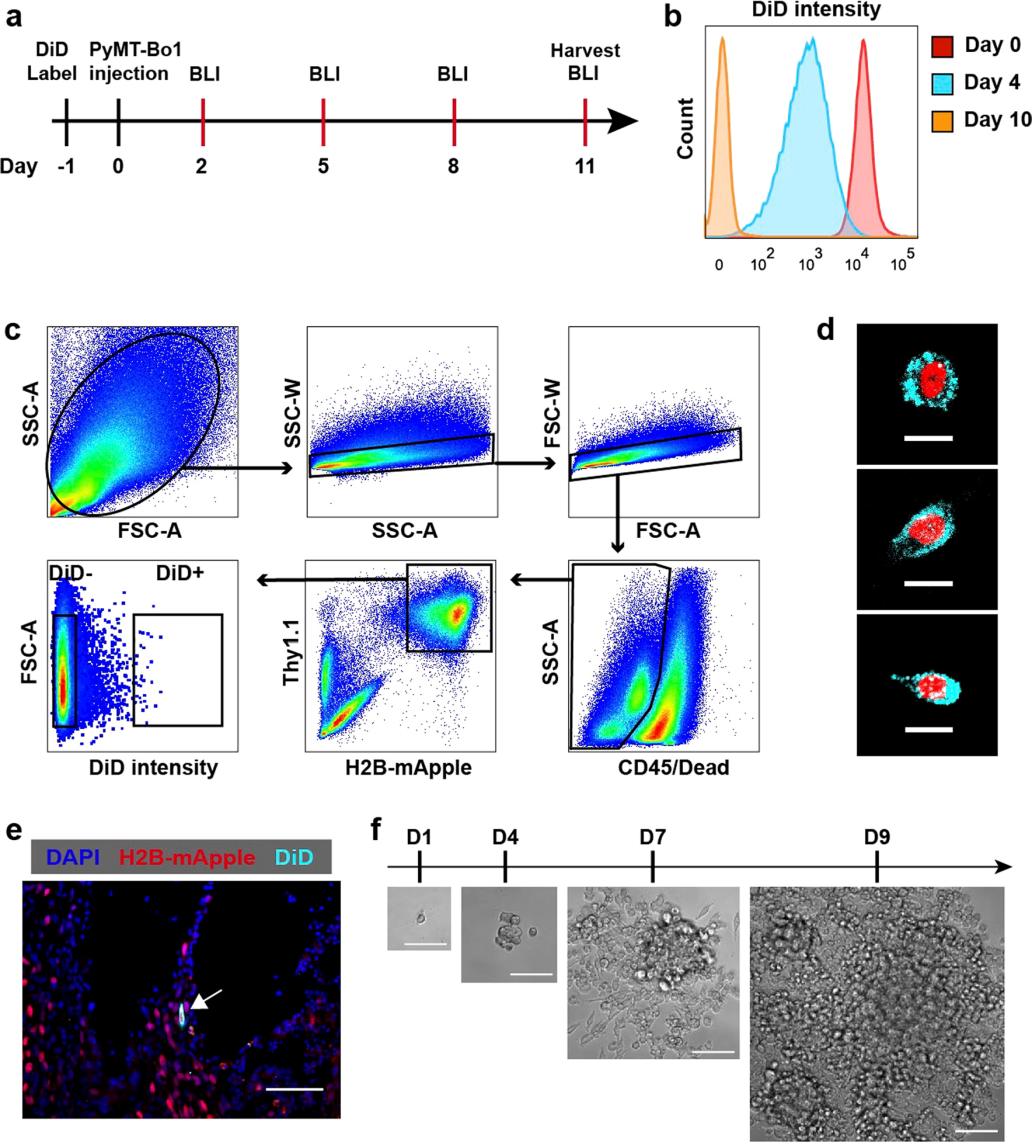
Isolation of dormant PyMT-Bo1 cells from bone for scRNA-seq. **a** Schematic of the experimental timeline for dormant PyMT-Bo1 isolation. **b** Dilution of DiD membrane dye fluorescence following PyMT-Bo1 cell division in vitro. **c** Gating strategy for FACS sorting of DiD + and DiD- PyMT-Bo1 cells for scRNA-seq. **d** Fluorescence image of sorted DiD + PyMT-Bo1 cells. (Red: mApple + tumor nucleus; Cyan: DiD fluorescence; Scale bar = 10 µm) **e** Fluorescence image of dormant DiD + PyMT-Bo1 cells in situ in the bone. (Red: mApple + tumor nucleus; Cyan: DiD fluorescence; Blue: DAPI; White arrow points to a DiD + tumor cell, Scale bar = 80 µm), **f** Tracking sorted DiD + PyMT-Bo1 cell proliferation in vitro over time as indicated on the timeline. (Scale bar = 100 µm)

### scRNA-Seq profiling of dormant vs proliferative breast cancer cells

Using our isolation approach, we successfully isolated 48 DiD- and 48 DiD + PyMT-Bo1 cells from the bones of mice. 

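PyMT-Bo1 is a mouse mammary tumor line, and its cells were labeled with the membrane dye DiD before injection, so that cells that do not divide keep the dye. Cells were sorted 1 per well 11 days after injection from the pooled bones of 5 mice. The deposited data hold 60 cells, of which 32 were DiD+ (dormant) and 28 DiD- (proliferative). Cells are called here by the number in their deposited labels. The labels name no mouse for a cell, so each group was taken as 1 sample and no test between the groups was run. The values given are summed counts, the ratios between the groups and the range over cells, and the differences have no replicate check. The sample labels name a NextSeq instrument and the paper's methods a HiSeq instrument, and the read length also differs between them. Both are left open here. The authors trimmed adapters, aligned the reads with STAR to the mouse genome (GRCm38/mm10) with the ERCC spike-ins and the transgenes added, and estimated counts per gene with RSEM. The deposited table holds these estimated counts for 47729 mouse genes, 92 ERCC spike-ins and 4 transgenes, without normalization. Of the values, 96.6% were whole numbers, and all were rounded to whole numbers before use. Counts were summed over the cells of each group and divided by the summed counts on mouse genes, giving CPM, the usual scaling for library size. The log2 ratio of DiD+ over DiD- was taken after adding a pseudocount of 1 CPM, which pulls the ratio of genes with few counts toward 0. Exact Poisson intervals (95%) are given for summed counts and exact binomial intervals (95%, Clopper-Pearson) for shares of cells. The reads carry no molecular identifiers and are not independent molecules, so these intervals and the limits given for a count of 0 cover counting error only. Gene positions are those of GRCm38 in the GENCODE annotation.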

Among the 96 sorted cells, 28 DiD- and 32 DiD + PyMT-Bo1 cells passed quality control and were subjected to RNA sequencing. 

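The deposited table gives counts on genes, not reads. Counts on mouse genes ranged from 2276789 to 7794219 per DiD+ cell, with a median of 4653711, and from 2624405 to 6199108 per DiD- cell, with a median of 4440161. The mean was 4564842 per DiD+ cell and 4267504 per DiD- cell. With spike-ins and transgenes counted, the medians were 4792501 and 4517359. The summed counts behind the CPM values were 146074944 in DiD+ and 119490098 in DiD- cells, which sets the smallest CPM value that either group can show. A gene without a count in DiD+ cells can hold up to 0.0205 CPM and a gene without a count in DiD- cells up to 0.0251 CPM (3 counts over the group). DiD+ cells had a median of 8283 genes with at least 1 count (range 6024 to 10456), and DiD- cells a median of 8424.5 (range 6701 to 9919). After thinning each cell to 2200000 counts, which left out 0 cells, these medians were 8019.5 and 8198.5. Mitochondrial genes took a median of 1.33% of the counts in DiD+ cells and 1.10% in DiD- cells.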

On average, we obtained ~ 5 million RNA-Seq reads per cell regardless of DiD status (Fig. 3a) and the vast majority of reads uniquely mapped to the mouse genome (Fig. S4a). Further, we found that external RNA Controls Consortium (ERCC) spike-ins during library preparation exhibited a strong correlation and equivalent mean read coverage per depth across all cells (Fig. S4b). In addition, expression of at least one transgene, including *mApple* and *Luc2*, were detected among all the cells and the average expression level was identical between DiD- and DiD + groups, while no *Ptprc* (*CD45*) expression was detected (Fig. 3b and data not shown). These data indicated that our single cell sequencing was performed on bona fide PyMT-Bo1 cells without any host cell contamination.

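ERCC spike-ins are RNAs of known sequence, here added during library preparation. Of the 92 spike-ins, 67 had a count in at least 1 cell and 52 had counts in both groups. Across these spike-ins, the log2 of the mean count per cell in DiD+ cells followed that in DiD- cells with a Pearson r of 0.94 and a Spearman rho of 0.94. Spike-ins are not independent replicates, and these coefficients describe the libraries only. Between cells, the Pearson r of log2 counts over all 1770 pairs ranged from 0.63 to 0.96, with a median of 0.82. A DiD+ cell had a mean of 109826 spike-in counts and a DiD- cell 65537.9, a log2 ratio of 0.74. Spike-ins made up a median of 1.88% of the counts in DiD+ cells (range 0.559% to 6.53%) and 1.51% in DiD- cells (range 0.559% to 2.53%). For each spike-in count there were 41.6 counts on mouse genes in DiD+ cells and 65.1 in DiD- cells. The input amount of each spike-in was not used here, so counts were not set against concentration.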

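The tumor cells carry a luciferase (Luc2), a red nuclear protein (mApple), eGFP and the polyoma middle T antigen (Pymt) as transgenes. They also carry the surface marker Thy1.1, which is not among the 4 transgenes in the deposited counts and was not examined. Luc2 had a count in 31 of 32 DiD+ cells (96.9%, interval 83.8% to 99.9%) and in 28 of 28 DiD- cells (interval 87.7% to 100%). Its level was 77.8 CPM in DiD+ cells (76.4 to 79.3) and 91 CPM in DiD- cells (89.3 to 92.7). mApple had a count in 28 DiD+ and 24 DiD- cells, at 58.7 CPM and 59.5 CPM. eGFP had a count in 30 DiD+ and all 28 DiD- cells, at 25.5 CPM and 28.1 CPM. Pymt had a count in 7 DiD+ and 5 DiD- cells, at 6.93 CPM and 2.31 CPM, but 691 of its 1013 counts in DiD+ cells were in cell 88, without which the DiD+ level was 2.27 CPM. DiD+ cell 30 had 0 counts on each of the 4 counted transgenes, and every other cell had a count on at least 1 of them. Ptprc (ENSMUSG00000026395, chromosome 1, 138062861 to 138175708) encodes the leukocyte protein CD45. It had a count in 6 of 32 DiD+ cells (18.8%, interval 7.21% to 36.4%) and in 1 of 28 DiD- cells (3.57%, interval 0.0904% to 18.3%). Of its 143 counts in DiD+ cells, 121 were in cell 21 and 11 in cell 19, and its 19 counts in DiD- cells were all in cell 84. Its log2 ratio was 0.77 and -0.00 without cell 21. The alternative that moved the share most was a minimum of 10 counts, under which 2 DiD+ cells (6.25%) and 1 DiD- cell held Ptprc.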

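Lists of marker genes for blood, bone and stromal cell types were fixed before the data were examined, and for each cell the markers with at least 10 counts were counted. For macrophages or monocytes, the list had 13 genes, among them Csf1r, Cd68, Lyz2, Adgre1 and the 3 C1q genes. DiD+ cells held a median of 1.5 of these markers and DiD- cells a median of 1. In 6 of the 32 DiD+ cells at least 7 of the markers were present, with 13 in cells 19, 21, 24, 37 and 88 and 11 in cell 30, and the same held for 1 of the 28 DiD- cells (cell 84, with 13). No other cell held more than 5. With a minimum of 1 count, the number of DiD+ cells was 7, and this was the alternative that moved it most. Krt8, a keratin of the tumor cells, had 6505 to 12958 counts in these 7 cells and 572 to 31411 in the others. At least 4 of the 7 erythroid markers were present in 3 DiD+ cells (19, 30 and 37) and 3 DiD- cells (44, 84 and 86). The beta-globin gene Hbb-bs, whose reads can be shared with a near-identical copy, had 297434 counts in cell 30, 128701 in cell 37 and 88502 in cell 86. More than 4 of the 9 neutrophil markers were present in 1 DiD- cell (cell 84), at least 3 of the 5 megakaryocyte or platelet markers in 1 DiD+ cell (cell 29) and at least 6 of the 11 mesenchymal stromal markers in 1 DiD+ cell (cell 31). None of the B or plasma cell, T or NK cell, endothelial, osteoblast or osteoclast lists reached such a share of its genes in any cell. Summed over the groups, the macrophage genes had a median log2 ratio of 4.61 (13 of 13 higher in DiD+ cells), which became 3.62 without DiD+ cell 24 and 5.66 without DiD- cell 84. The erythroid genes had a median of 2.31 (6 of 6 genes with at least 1 CPM), which became 0.44 without DiD+ cell 30 and 7.44 without DiD- cell 86.

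**Figure D1:**
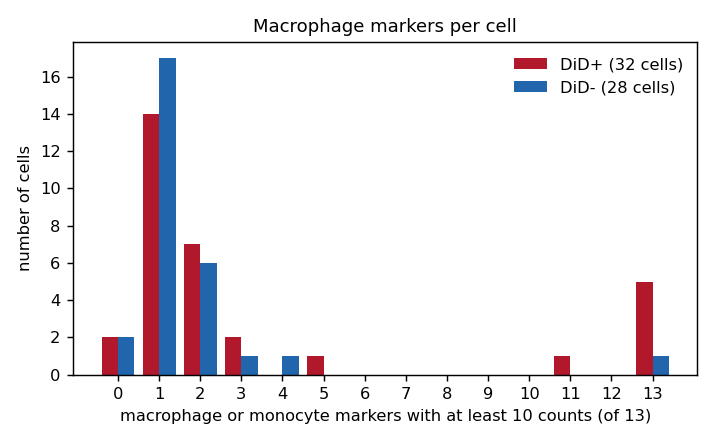
Number of cells (vertical axis) by the number of macrophage or monocyte markers with at least 10 counts in the cell (horizontal axis, of 13), for 32 DiD+ and 28 DiD- PyMT-Bo1 cells. The cells lie at 0 to 5 markers or at 11 or more, with 6 DiD+ cells and 1 DiD- cell on the right.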

**Fig. 3:**
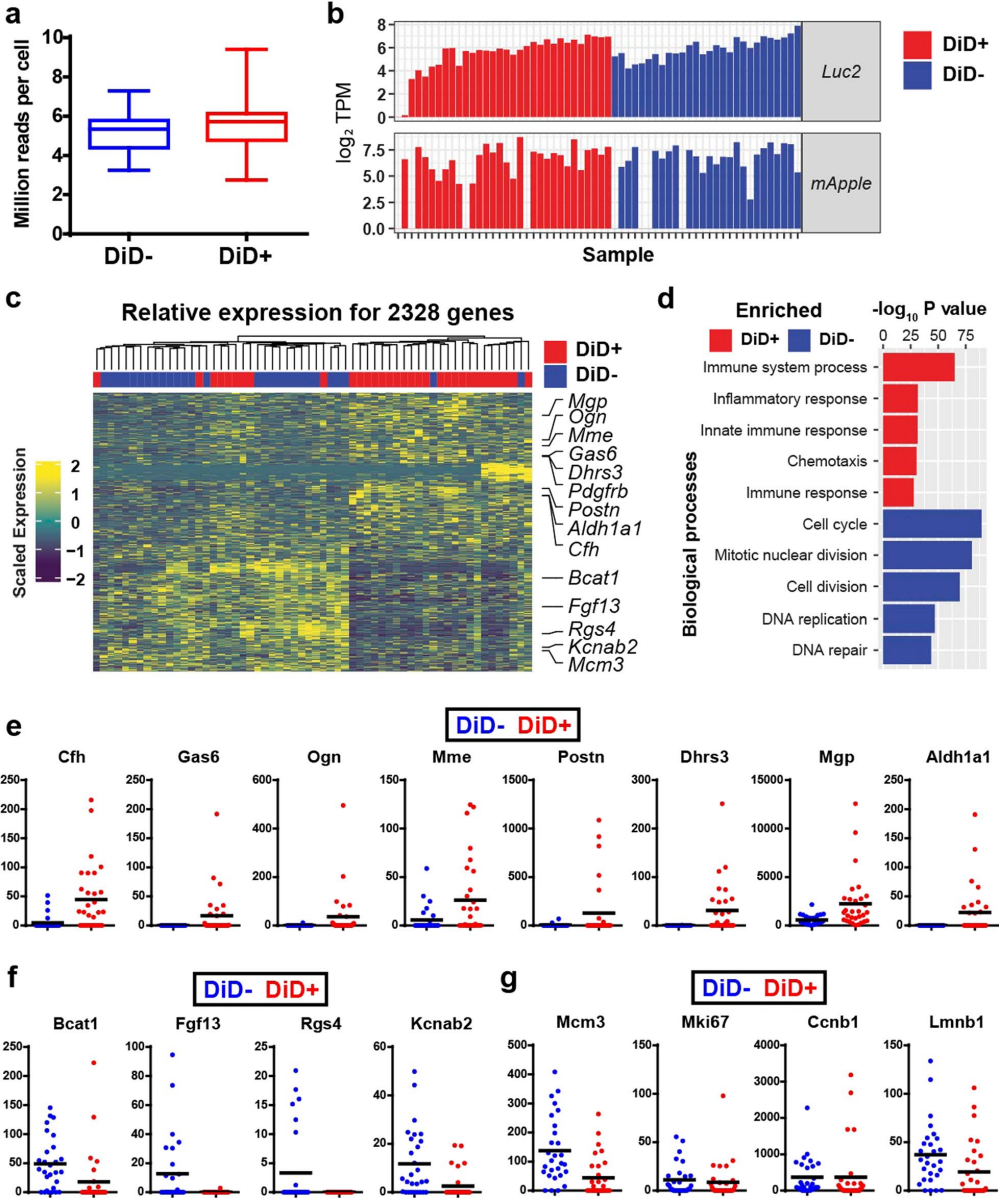
scRNA-seq analysis of dormant vs proliferative PyMT-Bo1 cells from bone. **a** Distribution of sequencing read coverage across single dormant (DiD +) vs proliferative (DiD-) PyMT-Bo1 cells. **b** Transcript profile of DiD- and DiD + single cells showing expression levels of luc2 and mApple. **c** Heatmap of 3673 differentially expressed genes in dormant (DiD +) versus proliferative (DiD-) cells. **d** Gene set enrichment analysis revealing biological processes enriched in dormant (DiD +) and proliferative (DiD-) PyMT-Bo1 cells, respectively. **e** Transcript profile (transcripts per million, TPM) on the Y axis of selected up-regulated genes in dormant DiD + and proliferative DiD- PyMT-Bo1 cells. **f** Transcript profile (transcripts per million, TPM) on the Y axis of top down-regulated genes in dormant DiD + and proliferative DiD- PyMT-Bo1 cells. **g** Transcript profile (transcripts per million, TPM) of selected cell cycle related genes in dormant DiD + and proliferative DiD- PyMT-Bo1 cells

We next wanted to determine how the gene expression pattern changed in DiD + versus DiD- cells, so we carried out differential gene expression (DEG) analysis using BASiCS software. Our analysis revealed 3673 differentially expressed genes when comparing DiD + and DiD- cells, among which 2329 genes were up-regulated, and 1344 genes were down-regulated (Additional file 2: Supplementary Table S1) in dormant PyMT-Bo1 cells (Fig. 3c). 

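Of the mouse genes, 12432 had at least 1 CPM in at least 1 group, and 8814 had at least 10 CPM. Across these 8814 genes, the median log2 ratio of DiD+ over DiD- was -0.00, with quartiles at -0.30 and 0.32, and the Spearman rho between the CPM of both groups was 0.918 (across genes, which are not independent replicates). With 1 sample per group, genes past a threshold were not counted. Genes were named by size alone, among the 8525 genes with at least 10 CPM in a group and a count in at least 10 cells of the group where they were higher. The 10 highest ratios were those of Ifit3, Ccn5, Ogn, Aldh1a1, Prelp, Postn, Gas6, Apoe, Ifit1 and C1qa. Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731) was at 41.6 CPM in DiD+ cells and had 1 count in DiD- cells, a log2 ratio of 5.40 that became 4.70 without DiD+ cell 68. Part of its reads can be shared with its copy Ifit3b. Ccn5 was at 179 CPM against 3.31 CPM (log2 ratio 5.38), and the ratio became 4.33 without DiD+ cell 68 and 6.19 without DiD- cell 26. Apoe was at 1393 CPM against 49.1 CPM, and its log2 ratio of 4.80 became 4.19 without DiD+ cell 24 and 8.00 without DiD- cell 84, which hold macrophage markers. Ifit1 was at 75.5 CPM against 1.82 CPM (log2 ratio 4.76), with 69.8% of its DiD+ counts in cell 21, which holds macrophage markers. Its ratio became 3.12 without that cell and 6.23 without DiD- cell 71. C1qa was at 158 CPM against 4.89 CPM (log2 ratio 4.75, or 6.37 without DiD- cell 84). The 10 lowest ratios were those of Nefl, Fgf13, Ubox5, Lad1, P4ha3, Pald1, Lmnb2, Gtf3c1, Odf3l1 and Pthlh, from -3.62 for Nefl (3.21 CPM in DiD+ and 50.6 CPM in DiD- cells) to -2.21 for Pthlh (15.2 and 73.8 CPM). Lmnb2, at -2.37, became -3.01 without DiD+ cell 38. The widest shift of a single gene was that of Aldh1a1, which had no DiD- count, from 5.15 to 8.43 with a pseudocount of 0.1 CPM. With 1 cell left out at a time, Apoe shifted most. Scaling by spike-ins in place of the summed counts moved the median over all genes with at least 1 CPM from 0.04 to -0.34, and none of the 41 named genes changed direction under it.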

As expected, gene ontology analysis of differentially expressed genes revealed that biological processes including cell cycle, cell division and DNA replication were enriched in DiD proliferative PyMT-Bo1 cells (Fig. 3d). In contrast, genes involved in immune system processes such as inflammatory responses and immune responses were enriched in dormant cells (Fig. 3d). 

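Genes of the S phase and of the G2/M phase were taken from lists fixed in advance, in place of the paper's gene ontology analysis, which was not repeated here. The median log2 ratio of DiD+ over DiD- was -0.70 for 43 S phase genes with at least 1 CPM, of which 42 were lower in DiD+ cells. The S phase ratios ran from -1.58 (Mcm3) to 0.43. For the 53 G2/M genes the median was -0.47, and 49 were lower in DiD+ cells. Each median lay below those of all 10000 random lists of the same size and matched expression (percentile 0), which describes these libraries and is not a test. Leaving out 1 cell moved the medians most, to -0.93 without DiD+ cell 82 and to -0.75 without DiD+ cell 67. Scaling by spike-ins gave medians of -0.91 and -0.62, and relative to the shift of all genes under that scaling, the S phase list stood at -0.57 and the G2/M list at -0.28. The summed S phase CPM of a cell had a median of 1789 in DiD+ cells (range 413 to 15297) and 4921 in DiD- cells (range 1127 to 15037). The summed G2/M CPM had a median of 1818 in DiD+ cells (range 617 to 31815) and 7074 in DiD- cells (range 853 to 24335), so the ranges of the groups overlapped.

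**Figure D2:**
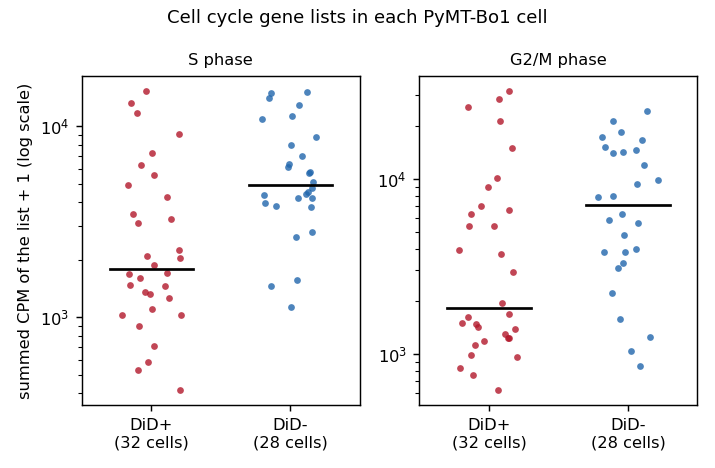
Summed CPM (log scale, with 1 added) of the S phase genes (left) and the G2/M genes (right) in each of 32 DiD+ and 28 DiD- PyMT-Bo1 cells, with a bar at the group's median. The medians are lower in DiD+ cells (1789 against 4921 and 1818 against 7074), and the highest S phase sums are 15297 and 15037.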

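Immune genes were likewise taken from 4 lists, of interferon-response genes, chemokines and cytokines, complement genes and genes of antigen presentation. The median log2 ratio of DiD+ over DiD- was 1.73 for the interferon list, with 25 of 27 genes higher in DiD+ cells. It was 1.96 for the chemokines and cytokines (18 of 22 higher), or 2.98 with genes that had no count in a group set at their bound. The complement list had a median of 3.43 (10 of 10 higher), or 4.54 with such genes at their bound. Antigen presentation had a median of 1.51 (15 of 15 higher). The 4 medians lay above those of all random lists of matched expression (percentile 100). Of the alternatives, taking genes without a minimum CPM moved a median most, that of the complement list, to 1.10. Summed interferon CPM had a median of 461 per DiD+ cell (range 90.2 to 12640) and 299 per DiD- cell (range 92.4 to 968). Of the DiD+ interferon counts, 30.4% were in cell 68, and with any 1 cell left out the list's median stayed between 1.63 and 1.99. The summed complement CPM had a median of 280 in DiD+ and 32.6 in DiD- cells. The other medians were 555 and 464 CPM for chemokines and cytokines, and 3383 and 2926 CPM for antigen presentation. Among the antigen presentation genes, those of the class II complex (Cd74, H2-Aa, H2-Ab1 and H2-Eb1) had log2 ratios from 3.57 to 4.50. Cd74 had at least 10 counts in 6 DiD+ cells and 1 DiD- cell, and each of the 7 also held at least 7 macrophage markers. Of the C1qa counts in DiD+ cells, 99.3% were in cells with at least 7 of the other 10 macrophage markers.

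**Figure D3:**
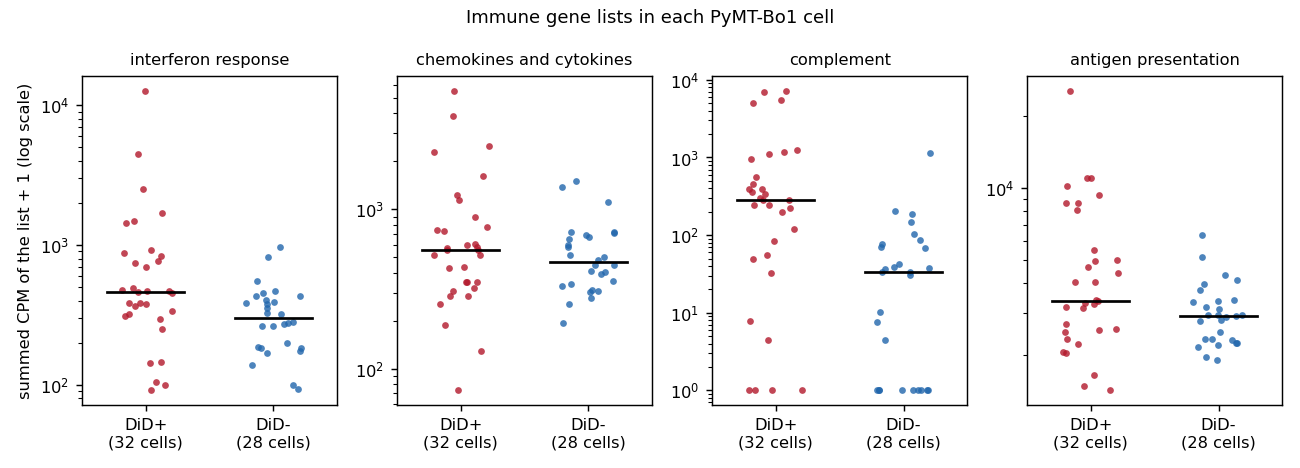
Summed CPM (log scale, with 1 added) of the interferon response, chemokine and cytokine, complement and antigen presentation genes in each of 32 DiD+ and 28 DiD- PyMT-Bo1 cells, with a bar at the group's median. The interferon sum reaches 12640 CPM in a DiD+ cell and 968 CPM in a DiD- cell, and the lower parts of the groups overlap in all 4 panels.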

Quantification results (transcript per million, TPM) of significantly enriched genes in DiD + (Fig. 3e) and DiD- (Fig. 3f) cells were plotted as were proliferation markers (Fig. 3g). 

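The values here are CPM of summed counts, not TPM. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) was at 295 CPM in DiD+ cells (292 to 298) and 8.37 CPM in DiD- cells (7.86 to 8.90), a log2 ratio of 4.98. It had a count in 11 DiD+ and 4 DiD- cells, and the ratio became 6.55 without DiD- cell 34. Dhrs3 (ENSMUSG00000066026, chromosome 4, 144892827 to 144928209) was at 31.1 CPM (30.2 to 32.0) and 0.929 CPM (0.764 to 1.12), a log2 ratio of 4.06. Dhrs3 had at least 10 counts in 17 DiD+ cells, 6 of which were those with at least 7 macrophage markers, and 97.3% of its DiD- counts were in cell 84. Without that cell its ratio was 4.97. Mgp (ENSMUSG00000030218, chromosome 6, 136872435 to 136875823) had counts in all cells, at 966 CPM (961 to 971) and 231 CPM (228 to 233), a log2 ratio of 2.06. Pdgfrb (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061) was at 58.0 CPM (56.8 to 59.3) in 20 DiD+ cells and 20.8 CPM (20.0 to 21.6) in 13 DiD- cells, a log2 ratio of 1.44. Over 8 genes that the paper measured again by qRT-PCR, all 8 were higher in DiD+ cells, with a median log2 ratio of 4.49, or 4.94 without DiD- cell 84. The paper chose these 8 genes from these same libraries, so their shared direction here is not independent evidence. Of the genes enriched in DiD- cells, Bcat1 (chromosome 6, 144993835 to 145076184) was at 29.0 CPM in DiD+ and 75.6 CPM in DiD- cells, a log2 ratio of -1.35 that became -2.02 without DiD+ cell 18. Fgf13 (chromosome X, 59062145 to 59568071) was at 0.144 CPM and 13.0 CPM, a log2 ratio of -3.61, and its 21 counts in DiD+ cells were all in cell 24. Rgs4 (chromosome 1, 169741477 to 169747642) had 0 counts in DiD+ cells and was at 7.46 CPM in 7 DiD- cells, at least 363-fold lower in DiD+ cells against a limit of 3 counts over the group. Kcnab2 (chromosome 4, 152390742 to 152477871) was at 7.38 CPM and 19.1 CPM, a log2 ratio of -1.26. With the limit in place of the count of 0, these 4 genes had a median log2 ratio of -2.48, and of -2.21 without it.

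**Figure D4:**
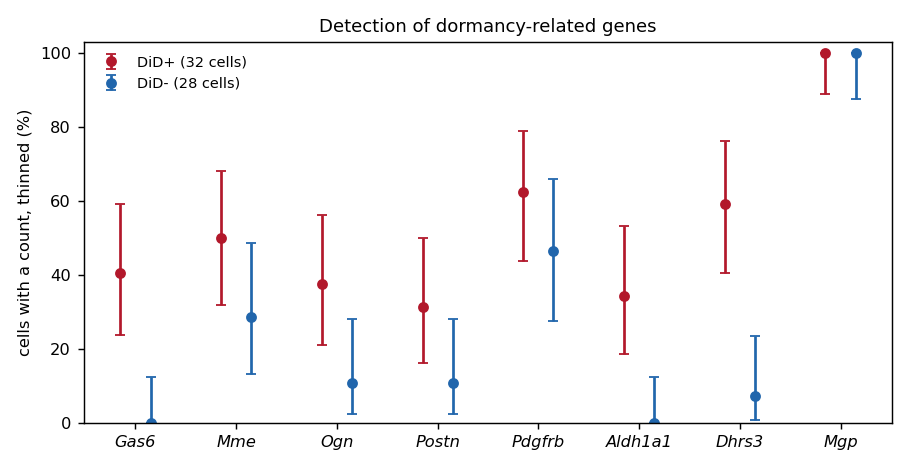
Share of cells with at least 1 count after thinning to 2200000 counts per cell (vertical axis, percent), for 8 genes in 32 DiD+ and 28 DiD- PyMT-Bo1 cells. Points are shares and bars exact 95% binomial intervals, which overlap between the groups for Mme, Ogn, Postn, Pdgfrb and Mgp.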

Several differentially expressed genes in DiD + dormant cells have already been reported to associate with dormancy in prostate and multiple myeloma cancer cells, including *Cfh* [17], *Gas6* [16], *Nr2f1* [17, 30], *Bhlhe41* [31], *Irf7* [7], *Thbs1* [8] and *Aldh1a1* [32] (Fig. 3e and Additional file 1: Fig. S4c). This observation further suggested that sorted DiD + PyMT-Bo1 cells represent a bona fide dormant cancer cell population and suggests that there may be a common gene expression signature that distinguishes dormant cancer cells across tissue types.

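Among the genes reported before in dormant cells, Nr2f1 (ENSMUSG00000069171, chromosome 13, 78188973 to 78199757) was at 20.0 CPM in DiD+ and 8.32 CPM in DiD- cells, a log2 ratio of 1.17, and had a count in 29 DiD+ and 17 DiD- cells. Bhlhe41 (ENSMUSG00000030256, chromosome 6, 145858243 to 145865558) was at 4.16 CPM (interval 3.83 to 4.50) and 0.803 CPM (0.651 to 0.981), a log2 ratio of 1.52. Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) was at 53.8 CPM and 7.83 CPM, a log2 ratio of 2.63 that became 3.42 without DiD- cell 45. Thbs1 (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133) was at 60.3 CPM and 16.7 CPM, a log2 ratio of 1.79 that became 2.80 without DiD- cell 34. Aldh1a1 (ENSMUSG00000053279, chromosome 19, 20492715 to 20643465) was at 34.4 CPM in 11 DiD+ cells (33.5 to 35.4) and had 0 counts in DiD- cells, at least 1371-fold higher in DiD+ cells against a limit of 3 counts over the group. With Gas6, all 6 genes were higher in DiD+ cells, with a median log2 ratio of 2.21 that stayed between 1.98 and 2.69 with any 1 cell left out. The genes were chosen by the paper from these same libraries, so their shared direction is not independent evidence. From the higher expression of genes linked to dormancy in other tumors, the paper proposes that the sorted DiD+ cells are dormant cancer cells and that dormant cells of different tissues share a signature.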

### Dormant PyMT-Bo1 cells exist in the lung and bone, exhibiting similar gene expression signatures

To determine if the expression changes obtained from DiD + PyMT-Bo1 cells in the bone were cell intrinsic or the result of seeding into the bone microenvironment, we next used a similar approach to isolate DiD + and DiD- cells from both the lungs and bones of mice and used qRT-PCR to compare the expression of selected genes. Because IC injection can deliver cancer cells to multiple metastatic sites, we isolated and analyzed PyMT-Bo1 cells from the bones (Fig. 4a) and lungs (Fig. 4b) of the same mice 11 days after tumor cell injection. Interestingly, dormant PyMT-Bo1 cells with high DiD fluorescence intensity were also detected in the lung, suggesting bone is not the only place to harbor dormant breast cancer cells. qRT-PCR from DiD + cells isolated from bone confirmed that our dormancy-related genes including *Cfh, Gas6, Mme, Ogn, Postn, Pdgfrb, Aldh1a1, Dhrs3* and *Mgp* that we had identified by scRNA-seq were expressed at much higher levels in DiD + compared to DiD- cells (Fig. 4c). According to our scRNA-seq analysis, many proliferation-associated genes were up-regulated in DiD- PyMT-Bo1 cells with moderate fold changes and significant *p*-values. Therefore, we chose a few widely used proliferation markers and compared their expression by qRT-PCR in isolated DiD- or DiD + cells. Indeed, our qPCR results fit well with our sequencing results, demonstrating that Mcm3 and Lmnb1 were increased in DiD low/negative cells from bone (Fig. 4c and Fig. 3g). Additionally, we detected similar expression levels of the *Luc2* transgene and no CD45 contamination in both DiD + and DiD- sorted PyMT-Bo1 cells (Additional file 1: Fig. S5). This finding further supports the accuracy of the scRNA-seq data. 

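Mcm3 (ENSMUSG00000041859, chromosome 1, 20802968 to 20820312) was at 98.9 CPM in DiD+ cells (interval 97.3 to 101) and 298 CPM in DiD- cells (295 to 302). Its log2 ratio of DiD+ over DiD- is the lowest of the S phase list and stayed between -1.87 and -1.47 with any 1 cell left out. Lmnb1 (ENSMUSG00000024590, chromosome 18, 56707813 to 56753424) was at 38.9 CPM (37.9 to 40.0) and 66.1 CPM (64.6 to 67.5), a log2 ratio of -0.75, with a count in 17 DiD+ and 26 DiD- cells. Mki67 (chromosome 7, 135689784 to 135716361) was at 67 CPM and 96.2 CPM, a log2 ratio of -0.52 (range -0.94 to -0.31 with 1 cell left out). Ccnb1 (chromosome 13, 100778650 to 100786570) was at 405 CPM and 478 CPM, a log2 ratio of -0.24 that changed direction, to 0.11, without DiD- cell 27, which held 25.0% of the DiD- counts. The median over these 4 proliferation markers was -0.63.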

To our surprise, DiD + PyMT-Bo1 cells isolated from lungs exhibited the same gene expression signature as DiD + cells isolated from bones (Fig. 4d). Proliferation genes were expressed at much lower levels in lung DiD + PyMT-Bo1 cells consistently while *Cfh, Gas6, Mme, Ogn, Postn, Pdgfrb* and *Aldh1a1* were all increased in DiD + cells. These observations demonstrate a common gene signature that regulates breast cancer cell dormancy regardless of their seeding site.

**Fig. 4:**
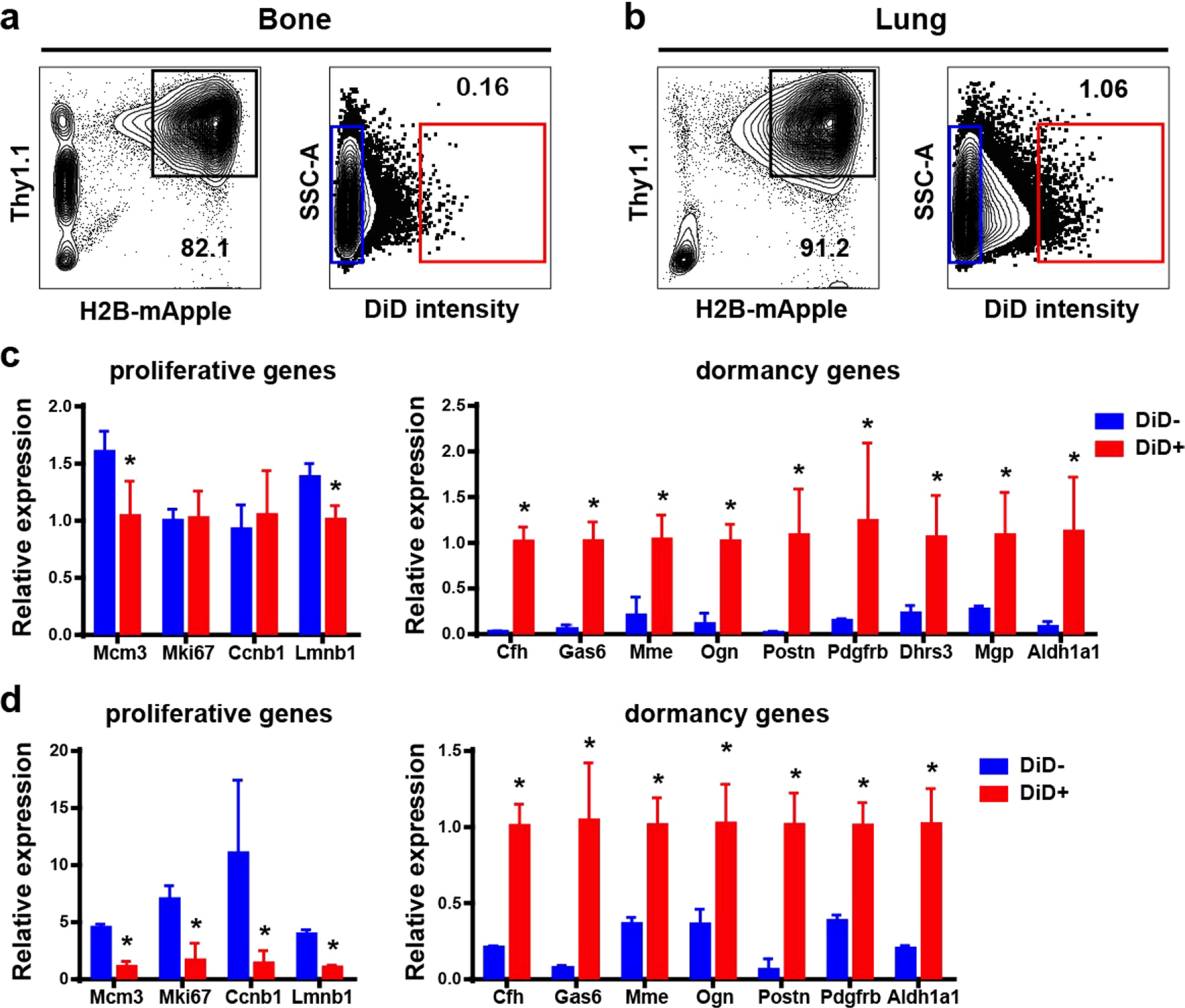
Dormant PyMT-Bo1 cells exhibit a similar gene expression signature in both lung and bone. **a**, **b** FACS sorting DiD + and DiD- PyMT-Bo1 cells from bone (**a**) and lung (**b**) for qPCR validation. **c**, **d** qRT-PCR results comparing proliferation and dormancy-related genes in dormant DiD + and proliferative DiD- PyMT-Bo1 cells (*n* = 4) sorted from bone (**c**) and lung (**d**). Significance was determined by unpaired t tests, *p ≤ 0.05

### Dormancy gene expression signature is present in indolent D2.0R breast cancer cells

To determine if our gene signature was broadly applicable to dormant breast cancer cells, we examined its expression in an alternative model. For this work, we utilized the D2A1 and D2.0R breast cancer cell lines that were both derived from the same spontaneous breast cancer model in BALB/c mice [33]. Although D2A1 and D2.0R proliferate at comparable rates in vitro (Additional file 1: Fig. S6a), they exhibit drastically different metastatic potential in vivo. In agreement with a previous study [34], we found that D2A1 cells grow aggressively in multiple organs, while D2.0R cells survive in multiple organs but rarely show any metastatic growth (Fig. 5a). We first compared the expression levels of our dormancy-related genes in D2A1 vs D2.0R cells in vitro and found that our dormancy-related genes were expressed at much higher levels in D2.0R cells compared to D2A1cells (Fig. 5b), suggesting that the genes we identified in DiD + cells do not control proliferation of dormant breast cancer cells but rather function as dormancy markers for cancer cells. Further, this finding suggested that our signature might be broadly applicable across cell lines. To determine if expression was maintained in vivo, tri-labeled (Luc2, H2B-mApple and Thy1.1) D2A1 and D2.0R cells were introduced into mice. When D2A1 and D2.0R cells were IC injected into BALB/c mice, we had difficulty recovering enough D2.0R cells from the bone for analysis despite our efficient isolation system (Additional file 1: Fig. S6b). However, we successfully isolated sufficient cell numbers of D2.0R DiD + cells that were present in the bone as single cells (Additional file 1: Fig. S6c) for qRT-PCR analysis from lung after an intravenous (IV) injection and bone after intra-tibial (IT) injection (Fig. 5c and Additional file 1: Fig. S6d), which allows greater numbers of cells to be delivered to the bone. Importantly, the D2.0R cells obtained from the lung maintained high levels of DiD fluorescence for two weeks, while most D2A1 cells lost nearly all DiD fluorescence and continued to grow (Fig. 5d), indicating that D2.0R cells can remain dormant in vivo for extended periods of time. qRT-PCR analysis of dormant D2.0R cells isolated from the lungs revealed that dormancy-related genes including *Cfh, Gas6, Mme, Ogn, Postn, Pdgfrb, Dhrs3* and *Mgp* were highly expressed in D2.0R cells, while proliferation genes including *Mcm3, Ccnb1, Mki67* and *Lmnb1* were expressed at higher levels in metastatic D2A1 cells isolated from lungs (Fig. 5e) confirming our earlier findings with PyMT-Bo1 cells. A similar expression pattern was also observed in D2.0R and D2A1 cells isolated from the bone after IT injection (Additional file 1: Fig. S6e).

**Fig. 5:**
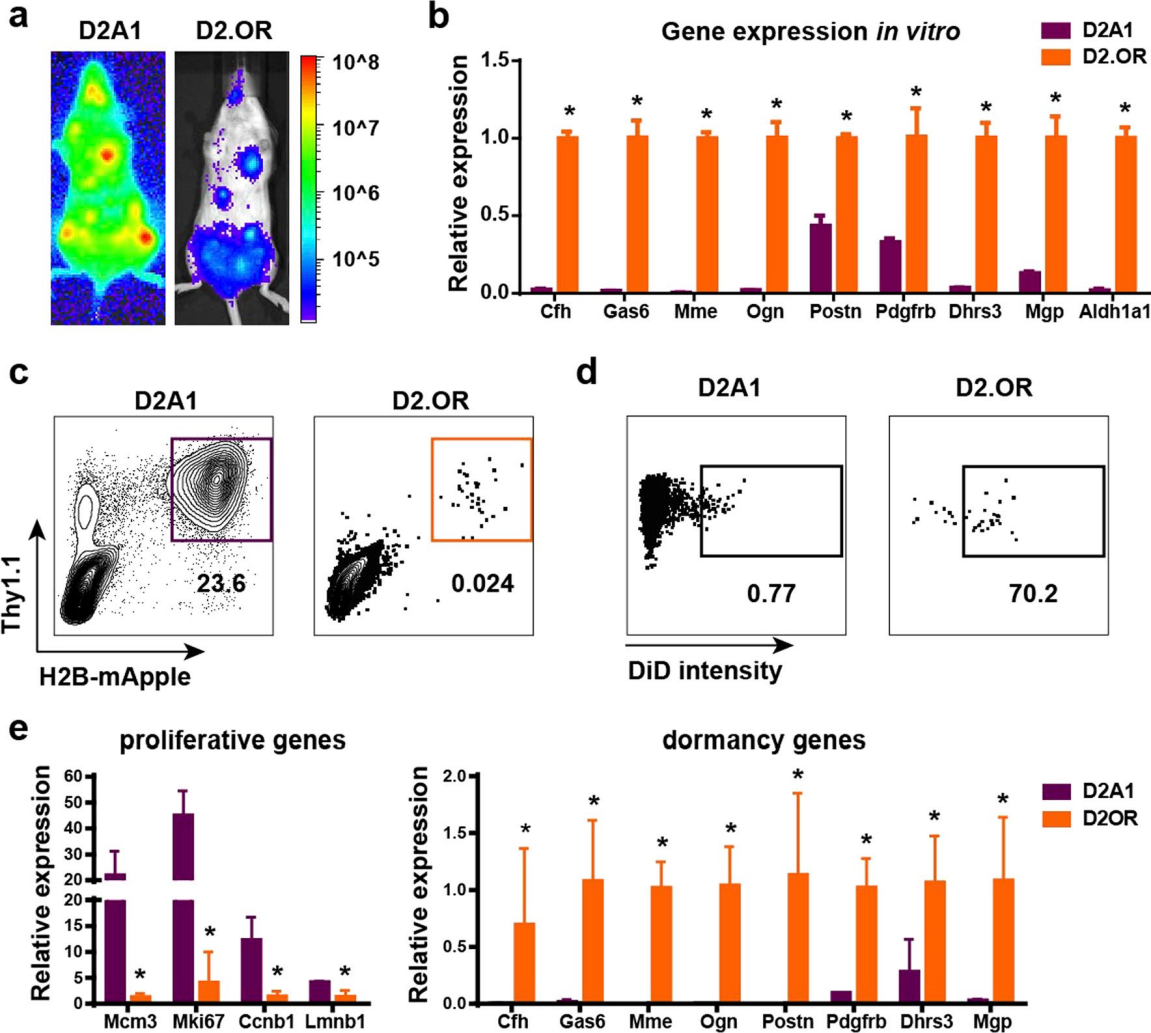
Dormancy signature in D2.0R breast cancer cells. **a** Whole body BLI of mice IC injected with D2A1 or D2.0R cells. **b** qRT-PCR comparing dormancy gene expression in D2A1 and D2OR cell lines in vitro (*n* = 3). **c** FACS sorting of D2A1 and D2.0R cells from lungs 2 weeks after IV injection. **d** DiD fluorescence intensity on sorted D2A1 and D2.0R cells from lung. **e** qRT-PCR results comparing proliferation and dormancy-related genes in sorted D2A1 and D2.0R cells (*n* = 3). Significance was determined by unpaired t tests, *p ≤ 0.05

### Interrogation of dormancy-related genes

Next, we wanted to ask whether the dormancy-related genes (enriched in DiD + cells) that we uncovered in our scRNA-Seq analyses were sufficient to enforce metastatic breast cancer cells to enter dormancy in vivo. 

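The receptor tyrosine kinase ligand Gas6 (ENSMUSG00000031451, chromosome 8, 13465374 to 13494490), the small proteoglycan Ogn (ENSMUSG00000021390, chromosome 13, 49608046 to 49624501) and the membrane peptidase Mme (ENSMUSG00000027820, chromosome 3, 63241537 to 63386030) were each higher in DiD+ PyMT-Bo1 cells in the single-cell data. Gas6 was at 29.6 CPM in DiD+ cells (interval 28.7 to 30.5), from 14 of 32 cells. In DiD- cells it had 1 count, and its ratio without a pseudocount was 3536, with a counting interval from 634 to 139706. Ogn was at 63.2 CPM in DiD+ (61.9 to 64.5) and 0.611 CPM in DiD- cells (0.479 to 0.768), a log2 ratio of 5.32. It had a count in 12 DiD+ and 3 DiD- cells, and 48.9% of its DiD+ counts were in cell 68, without which the ratio was 4.41. Mme was at 45.1 CPM (44 to 46.2) and 13.8 CPM (13.1 to 14.5), a log2 ratio of 1.64, with a count in 16 DiD+ and 9 DiD- cells. At least 10 counts of Gas6 were found in 11 DiD+ cells, of Ogn in 12 and of Mme in 16, and of these cells 2, 0 and 1 held at least 7 macrophage markers.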

Combining our scRNA-seq and qRT-PCR validation results, we selected *Cfh, Gas6, Ogn* and *Mme* as our top candidates because of their high-level expression in DiD + cells. Using lentiviral delivery, we ectopically expressed each gene in PyMT-Bo1 cells (Fig. 6a). We found that introduction of *Cfh, Gas6, Ogn* or *Mme* failed to directly impact cell proliferation in vitro (Additional file 1: Fig. S7a). Next, we introduced *Cfh, Gas6, Ogn* or *Mme* expressing cells via IC injection into albino C57BL6 mice and compared their metastatic capacity. When we compared the growth of *Cfh, Gas6, Ogn* or *Mme* expressing cells to parental PyMT-Bo1 cells, we found no difference in their ability to grow as evidenced by whole body bioluminescence imaging (BLI) (Fig. 6b). In addition, the frequency of DiD + *Cfh*, *Gas6, Ogn* or *Mme* expressing cells also remained the same as parental PyMT-Bo1 cells (Additional file 1: Fig. S7b). Therefore, ectopic expression of individual dormancy-related genes is not sufficient to change a breast cancer cell’s metastatic potential or direct them into a dormant state.

**Fig. 6:**
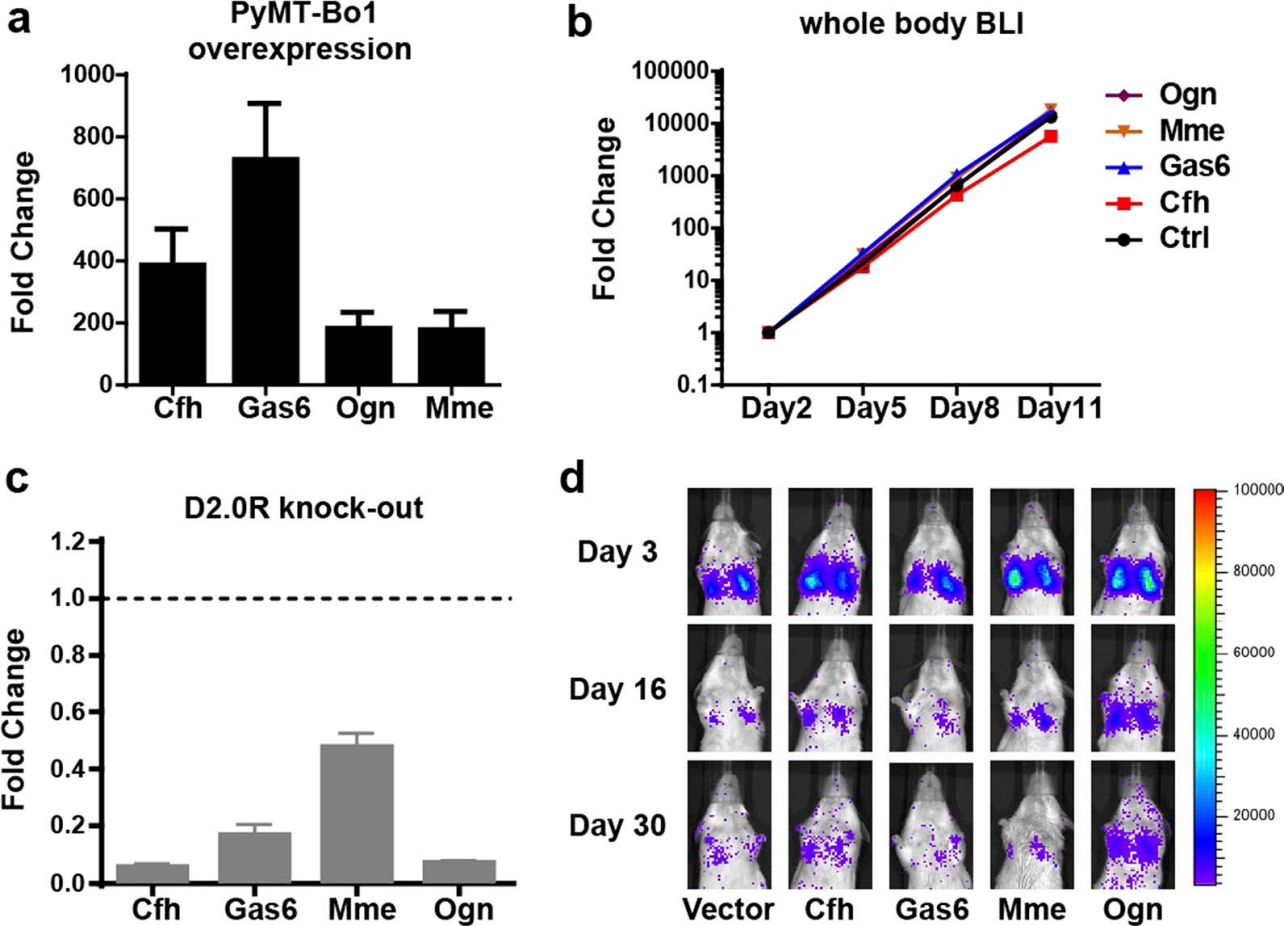
Modulation of dormancy-related genes does not impact the in vivo dormancy phenotype. **a** qRT-PCR analysis of ectopically expressed dormancy genes in PyMT-Bo1 cells (*n* = 3). **b** Whole body BLI tracking of in vivo proliferation of control versus PyMT-Bo1 cells ectopically expressing the genes as indicated, 5 mice per group. **c** Dormancy gene expression in D2.0R cells after CRISPR/Cas9 knockout determined by qRT-PCR, compared to Cas9 expressing D2.0R cells without a gRNA, which was set to 1 (*n* = 3). **d** Representative BLI images tracking the growth of different dormancy gene-KO D2.0R cells in the lung for 30 days, 3 mice per group

Knowing that both DiD + PyMT-Bo1 cells and dormant D2.0R cells exhibit a similar gene expression signature in vivo and that ectopic expression of *Cfh, Gas6, Ogn* or *Mme* failed to induce a dormant phenotype in PyMT-Bo1 cells, we next asked if those genes were necessary for maintaining breast cancer cell dormancy. To test their necessity, we used the CRISPR/Cas9 system to knockout (KO) individual candidate genes in D2.0R cells. We deleted *Cfh, Gas6, Ogn* and *Mme* from D2.0R cells separately (Fig. 6c). Using this approach, we reasoned that if our genes were sufficient to modulate dormancy, even a small number of reactivated cells would lead to metastatic outgrowth, resulting in increasing BLI intensity over time. After IV injection of *Cfh, Gas6, Ogn* or *Mme* KO D2.0R cells into BALB/c mice, we used BLI to follow cell growth in the lung for over 30 days. Unexpectedly, none of the KO cell lines yielded any metastatic outgrowth in the lung and the tumor signal failed to increase over 30 days (Fig. 6d and Additional file 1: Fig. S7c). Thus, individual manipulation of the dormancy-related genes identified by our scRNA-seq and tested here were neither necessary nor sufficient to regulate breast cancer cell dormancy regardless of where they were seeded. It is possible other genes, not identified in our approach regulate dormancy and/or that it is a multi-gene program rather than an individual gene alone that regulates breast cancer dormancy.

### Dormancy genes predict tumor progression in patients

Our above data indicated that the individual dormancy-related genes that we tested did not control breast cancer dormancy, however, those genes were consistently expressed in dormant breast cancer cells among different models, raising the possibility that their expression might predict which patients are more likely to experience a metastatic recurrence. To address this possibility, we queried whether our genes (i.e., *Cfh, Gas6, Mme, Ogn, Postn, Pdgfrb, Aldh1a1, Dhrs3* and *Mgp*) identified patients less likely to experience a recurrence. Indeed, *Cfh, Gas6* and *Ogn* expression correlated with better relapse-free survival (RFS) among breast cancer patients across several datasets [22] (Fig. 7a). Moreover, patients that harbored tumors expressing higher levels of down-regulated genes in DiD + dormant PyMT-Bo1 cells (including *Fgf13, Bcat1* and *Rgs4* and excluding proliferation genes) exhibited a poorer relapse-free survival (Fig. 7b). Using additional differentially expressed genes in DiD + PyMT-Bo1 cells (Additional file 1: Fig. S8a) plus genes we validated by qRT-PCR (Fig. 4c), we developed a 15-gene signature to identify patients at reduced risk of recurrence. 

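The signature adds 6 genes to those measured by qRT-PCR. Aldh3a1 (ENSMUSG00000019102, chromosome 11, 61207537 to 61218421) was at 42.2 CPM in 21 DiD+ cells and 6.85 CPM in 5 DiD- cells, a log2 ratio of 2.46. Prelp (ENSMUSG00000041577, chromosome 1, 133910304 to 133921414) was at 31.8 CPM in 11 DiD+ cells and had 1 count in DiD- cells, a log2 ratio of 5.03. Aak1 (chromosome 6, 86849517 to 87003223) was at 20.1 CPM and 2.18 CPM, a log2 ratio of 2.73. Bcl2l11 (chromosome 2, 128126038 to 128162547) was at 21.9 CPM and 2.10 CPM, a log2 ratio of 2.88. Thbd (chromosome 2, 148404466 to 148408188) was at 7.37 CPM (interval 6.94 to 7.83) in 9 DiD+ cells and had 0 counts in DiD- cells, at least 294-fold higher in DiD+ cells, or 195-fold without cell 38, which held 35.7% of its counts. Glis1 (chromosome 4, 107434591 to 107635061) was at 4.35 CPM (4.02 to 4.71), also in 9 DiD+ cells and in 0 DiD- cells, at least 173-fold higher. The paper chose the signature genes from these same libraries, so a shared direction is not independent evidence. Over 14 genes of the signature, all 14 were higher in DiD+ cells. Their median log2 ratio was 2.98, or 4.49 with the genes that had no DiD- count at their bound, and stayed between 2.79 and 3.15 with any 1 cell left out.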

When those 15 genes were combined, there was a clear survival advantage in patients expressing high levels of these genes over those patients expressing lower levels (Fig. 7c), suggesting the disseminated breast cancer cells from primary tumors expressing dormancy-related genes that we identified, are more likely to remain in a dormant state rather than contribute to cancer relapse. Interestingly, when we incorporated genes that were down-regulated in DiD + PyMT-Bo1, we further increased the predictive value of our identified dormancy gene signature (Additional file 1: Fig. S8b).

**Fig. 7:**
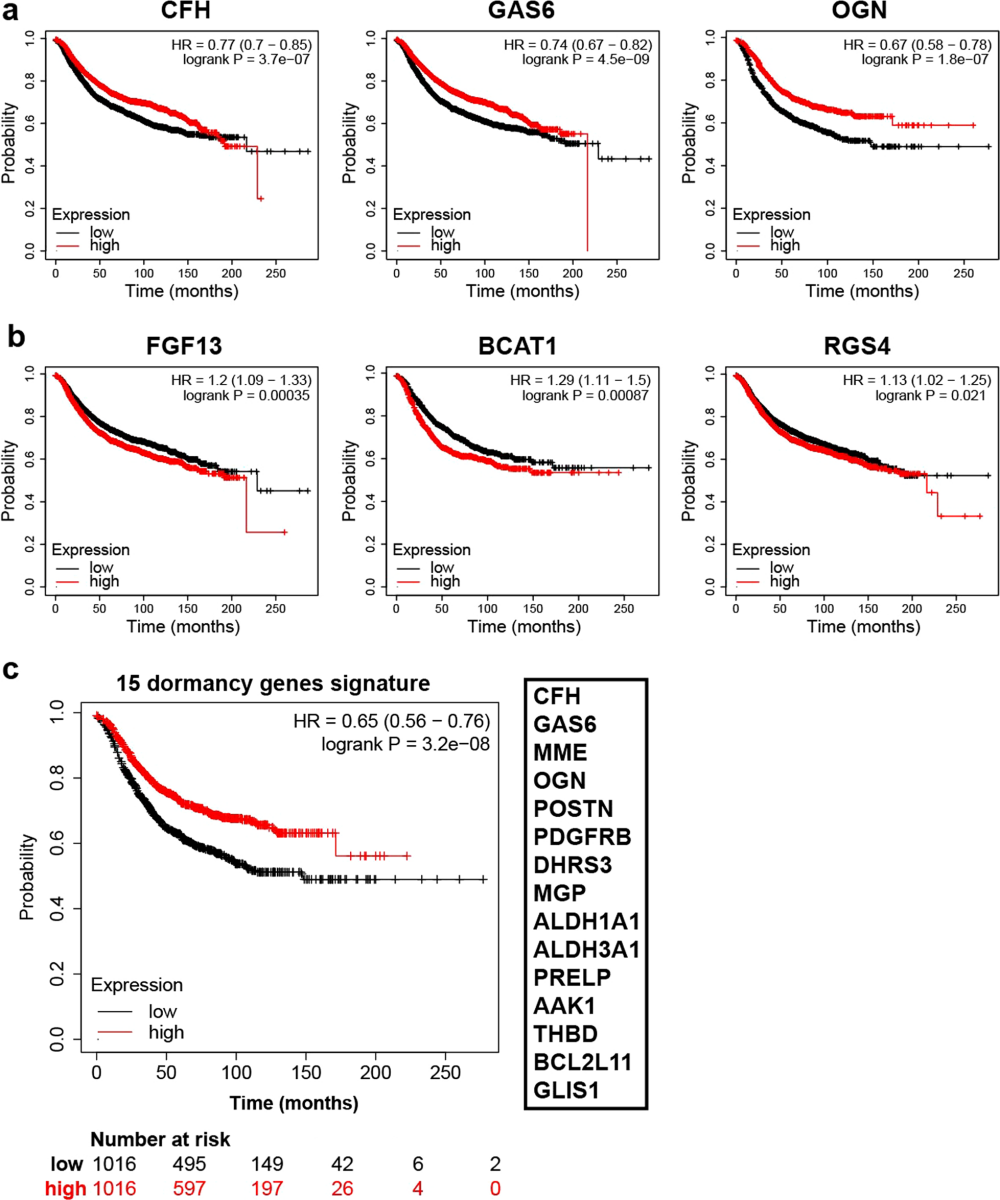
Relapse-free survival analysis of dormancy biomarkers in breast cancer patients. **a**, **b** Kaplan–Meier plots showing breast cancer patients relapse-free survival (RFS) related to genes enriched in dormant (**a**) and proliferative breast cancer cells (**b**). **c** Combining our top-15 enriched genes in dormant breast cancer cells predicts an overall better prognosis among breast cancer patients. All the plots and statistical analyses were generated from Kaplan–Meier Plotter (https://kmplot.com/analysis/)

## Discussion

Dormant DTCs are exceedingly rare and while they have been found in the bones of patients [29], they remain difficult to isolate. This is likely due to both their low numbers and their physical location. Indeed, dormant DTCs in the bone are tightly associate with the endosteal niche [9]. To overcome these challenges, we developed an efficient system that allowed us to robustly isolate rare dormant breast cancer cells from the bones of mice. This approach allowed us to isolate dormant cells from two different breast cancer models from both the lung and the bone and show that there is a common gene expression signature in dormant cells. Interestingly, we find that patients that express this common signature in their primary tumors have an increased overall survival, suggesting this signature can identify those patients that possess tumor cells more likely to remain in a dormant state. We also find that higher expression of CFH, GAS6, ALDH1A, and MGP are also observed in patients more likely to undergo late stage recurrence, suggesting these patients harbored dormant DTCs.

We found dormant breast cancer cells can be identified in multiple metastatic sites after inoculating metastatic breast cancer cells into mice. We successfully isolated dormant PyMT-Bo1 cells from bone and lung where we were surprised to find that cells from both sites expressed common genes including *Cfh, Gas6, Mme, Ogn, Postn, Pdgfrb, Aldh1a1, Dhrs3* and *Mgp*. While we found similarities, we did not carry out scRNA-Seq on cells isolated from the lungs, so there could also be significant differences. The microenvironment is known to play an important role in controlling tumor growth and distinct mechanisms have been identified in the bone and lung [35]. In the lung, alveolar type 1 cells promote the survival of dormant breast cancer cells [10], while a fibrotic environment and neutrophil extracellular traps (NETs) can activate dormant DTCs [13, 14]. In the bone, periarteriolar NG2 + mesenchymal stem cells can induce breast cancer cell dormancy [36], while osteoclast activity can push dormant DTCs into cell cycle [37]. Because PyMT-Bo1 cells induce robust osteoclastogenesis [38], in our system the PyMT-Bo1 may be responsible for initiating remodeling of the dormancy-supporting niche, causing the reactivation of DiD + dormant cells.

Beyond murine models, DTCs have been identified in bone marrow specimens from breast cancer patients. Depending on the method used for DTC identification, 15–60% of early-stage breast cancer patients have DTCs in their bone marrow [29]. Several studies have reported that bone marrow DTCs can predict cancer recurrence and poor survival among breast cancer patients [39–42]. Understanding the genes expressed and the mechanisms active in dormant breast cancer DTCs could be key to preventing cancer recurrence. Interestingly, the dormancy regulator (*Nr2f1*) first identified in a murine prostate cancer model also serves as a biomarker for dormant DTCs in breast cancer patients [17, 30], suggesting that while there are clear differences between the cancer types, there may be common dormancy-related genes. Notably, several studies using different prostate cancer dormancy models have also shown Cfh and Gas6, two of our top dormancy-related genes, are consistently up-regulated in dormant cancer cell populations [7, 16, 17, 43]. Moreover, our data indicate the existence of a gene expression signature that is shared by dormant breast cancer cells residing in different metastatic organs. What remains to be addressed is if the expression of any combination of these genes plays a role in controlling dormancy in the metastatic setting and whether targeting the genes would alter recurrence rates in patients.

We identified a group of genes commonly up-regulated in dormant breast cancer cells, including *Cfh, Gas6, Ogn* and *Mme* in two models of breast cancer dormancy. However, genetic manipulation of individual dormancy-related genes failed to change the metastatic phenotype of breast cancer cells. The fact that dormant D2.0R cells express high levels of those dormancy-related genes but still proliferate to the same extent as metastatic D2A1 in 2D cultures also suggests that those genes do not directly regulate breast cancer cell dormancy or proliferation. However, we did find that patients expressing high levels of these genes have a better prognosis than those who express low levels of the same genes within their primary tumor. Given the difficulty of isolating DTCs from the bones and visceral organs, this finding could help predict which patients are more likely to recur and thus should be subject to more frequent monitoring or additional therapies.

## Conclusion

Our study described an efficient system for the study of rare dormant breast cancer cells in the metastatic sites, including bone and lung. Using this system, we identified a group of genes, including *Cfh, Gas6, Mme* and *Ogn,* that were consistently up-regulated in dormant breast cancer cells compared to proliferative cells. Although genetic manipulation of those genes’ expression in breast cancer cells did not impact their metastatic ability, we found genes enriched in dormant breast cancer cells correlate with recurrence-free survival in breast cancer patients. These data suggest that the genes we identified in dormant breast cancer cells may serve as markers for breast cancer dormancy and prognostic factors for breast cancer patients.

## Supplementary Information

**Additional file 1:** Supplementary Figures S1 to S8.

**Additional file 2:** Supplementary Table S1: List of differentially expressed genes in DiD+ and DiD− PyMT-Bo1 cells isolated from bone.

**Additional file 3:** Supplementary Table S2: List of primer and probe sequences for qPCR analysis of gene expression.

**Additional file 4:** Supplementary Table S3: List of gRNA sequences used to knockout dormancy genes in D2.0R cells.

## Data Availability

The datasets generated and analyzed during the current study have been submitted to Gene Expression Omnibus (GEO), study GSE192802.

## Abbreviations

DTC: Disseminated tumor cell
IC: Intracardiac
BLI: Bioluminescence imaging
scRNA-seq: Single cell RNA-sequencing
FACS: Fluorescence-Activated Cell Sorting
MACS: Magnetic-activated cell sorting
CTFR: CellTrace Far Red
LRC: Label-retaining cell
DGE: Differential gene expression
qRT-PCR: Quantitative real-time reverse transcription PCR
KO: Knockout
RFS: Relapse-free survival

# Supplementary material for: Gene expression predicts dormant metastatic breast cancer cell phenotype
**Source:** Breast Cancer Res. 2022 Jan 29;24:10. doi: 10.1186/s13058-022-01503-5
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures S1 to S8.

**
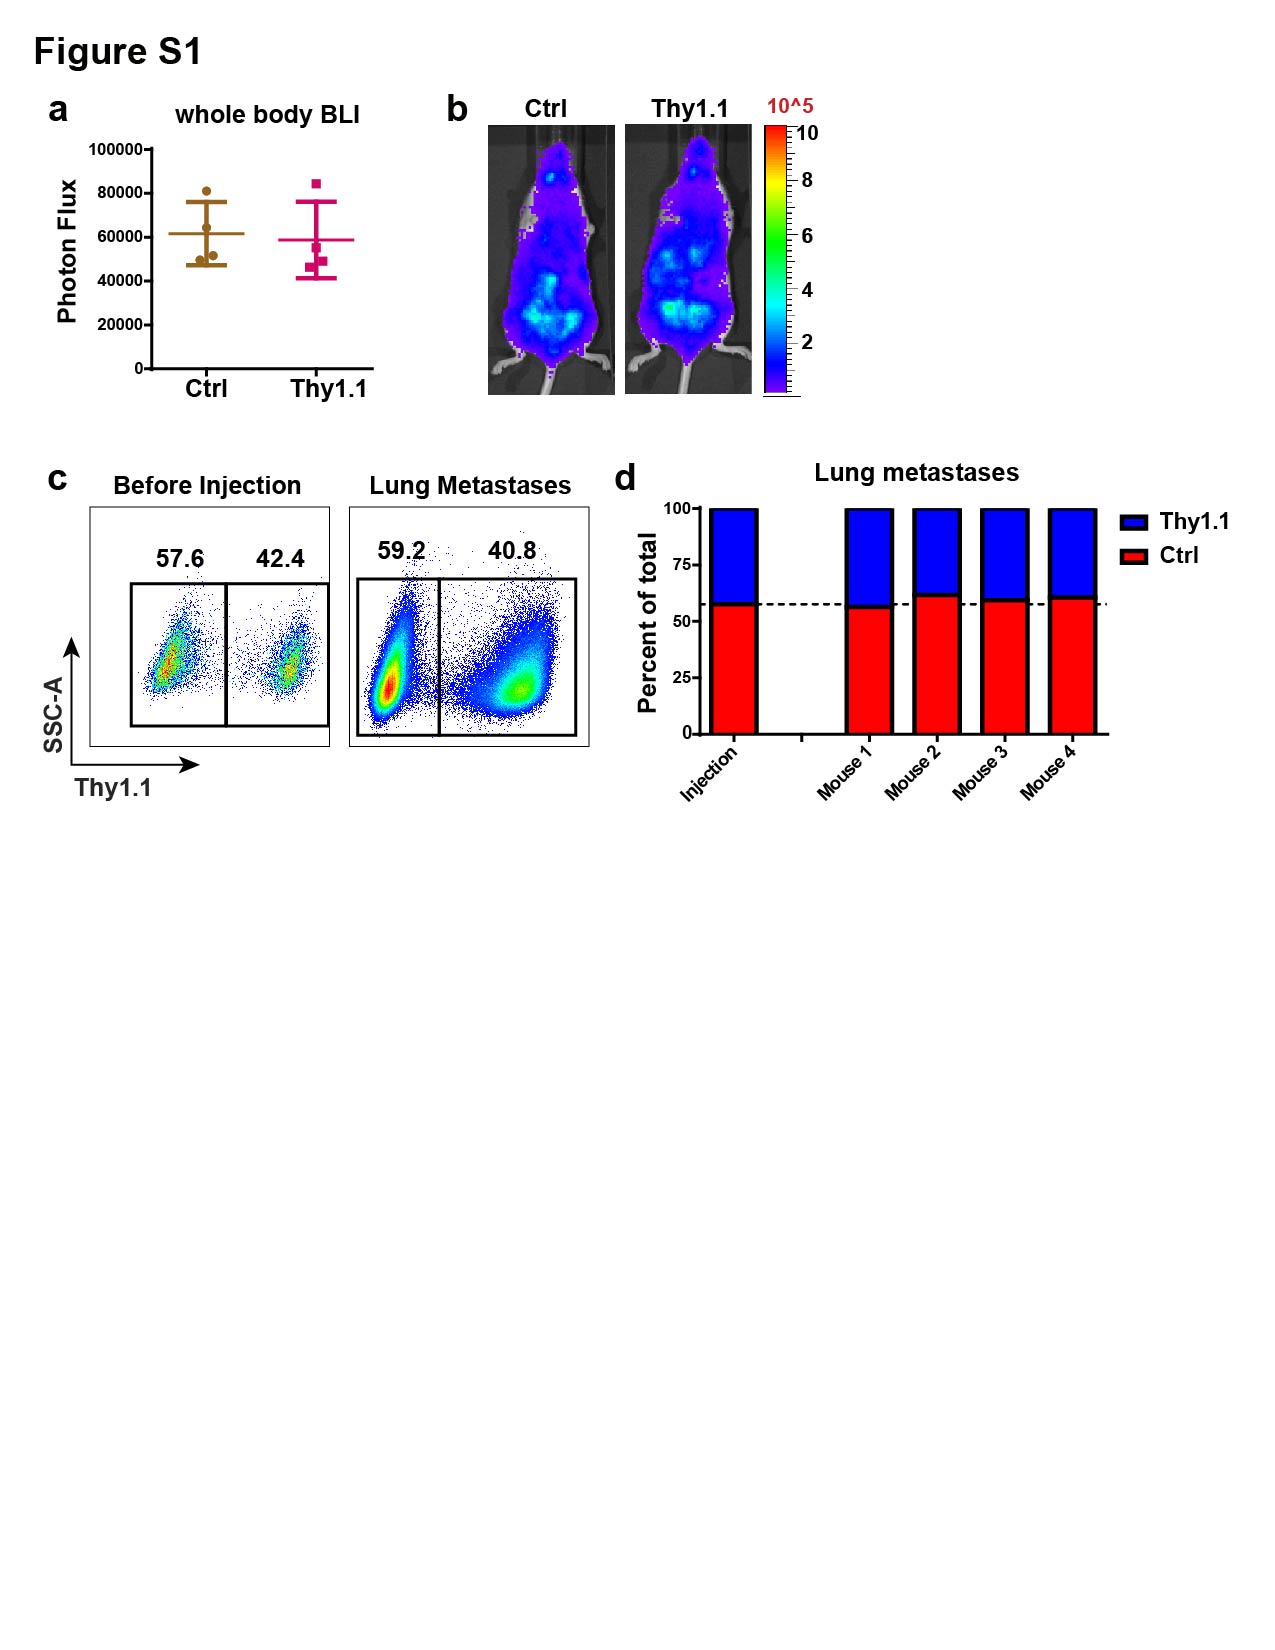

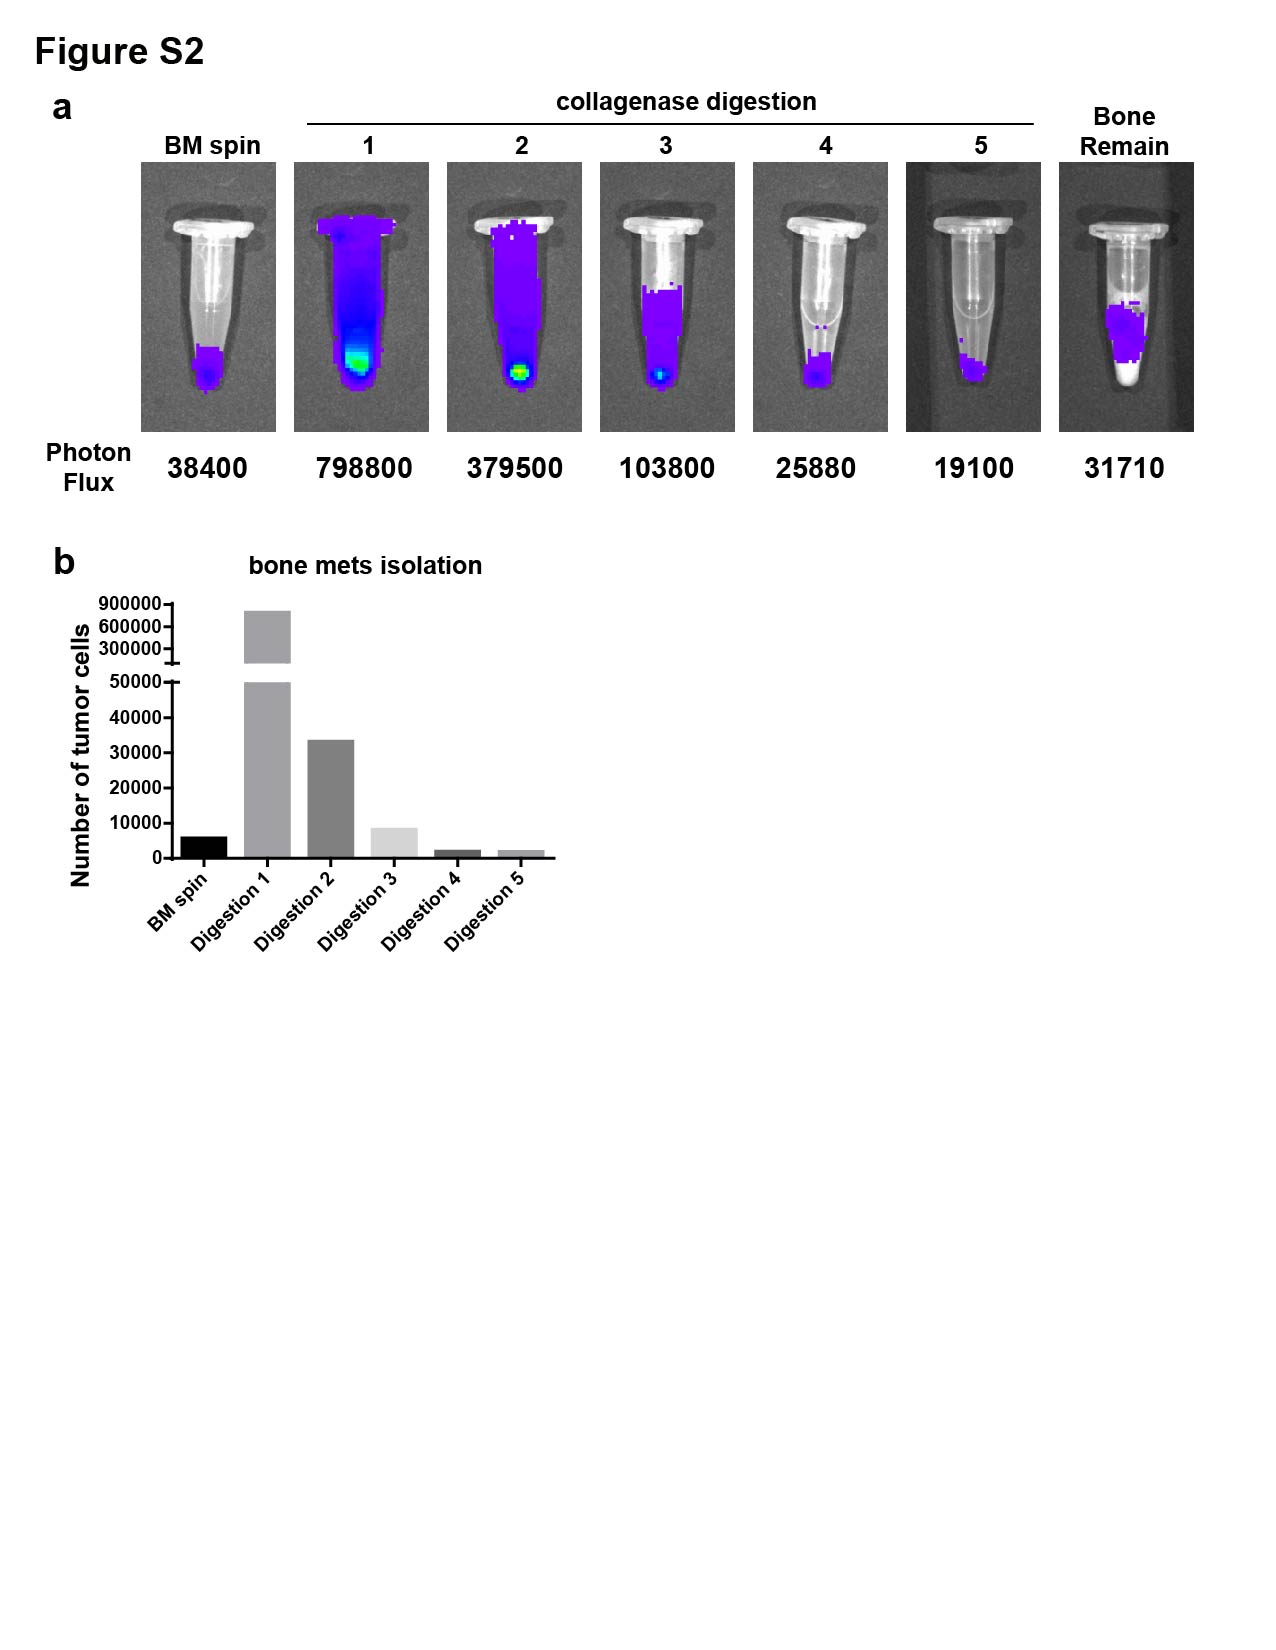

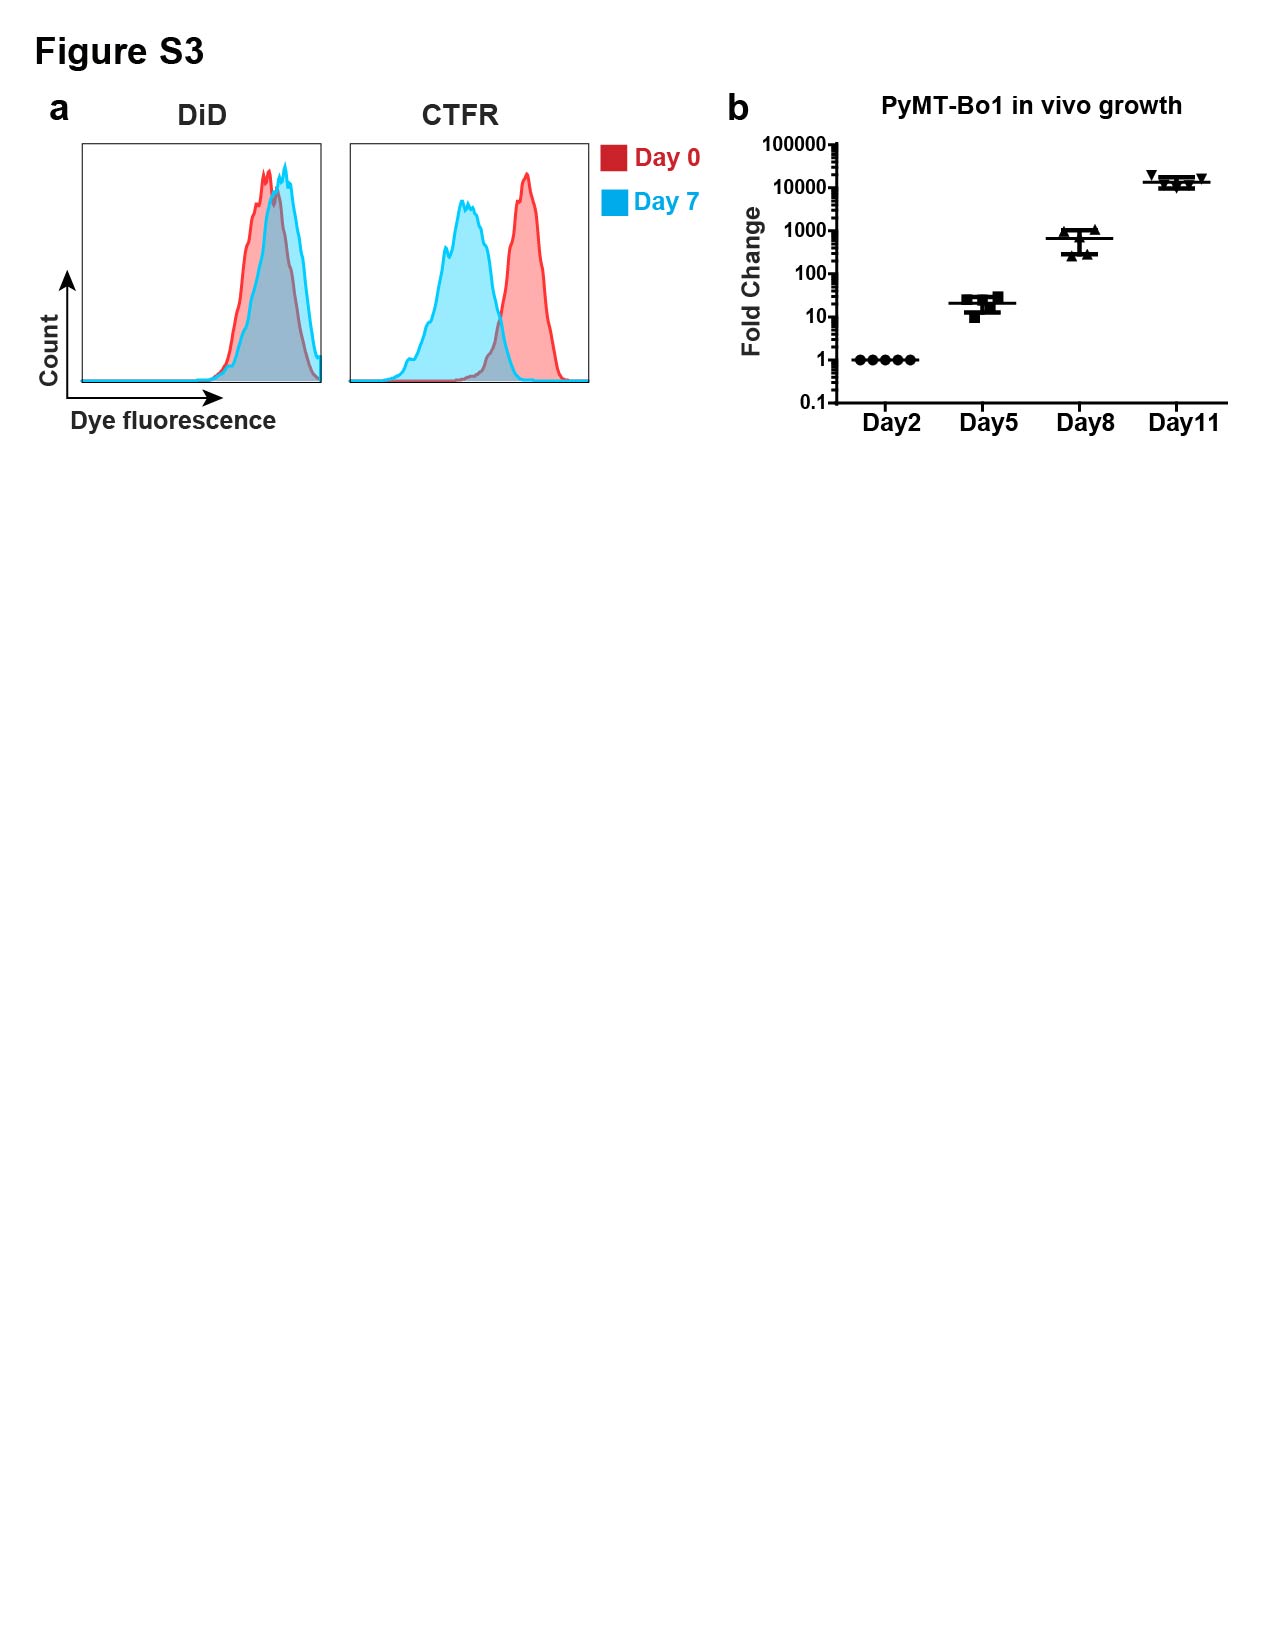

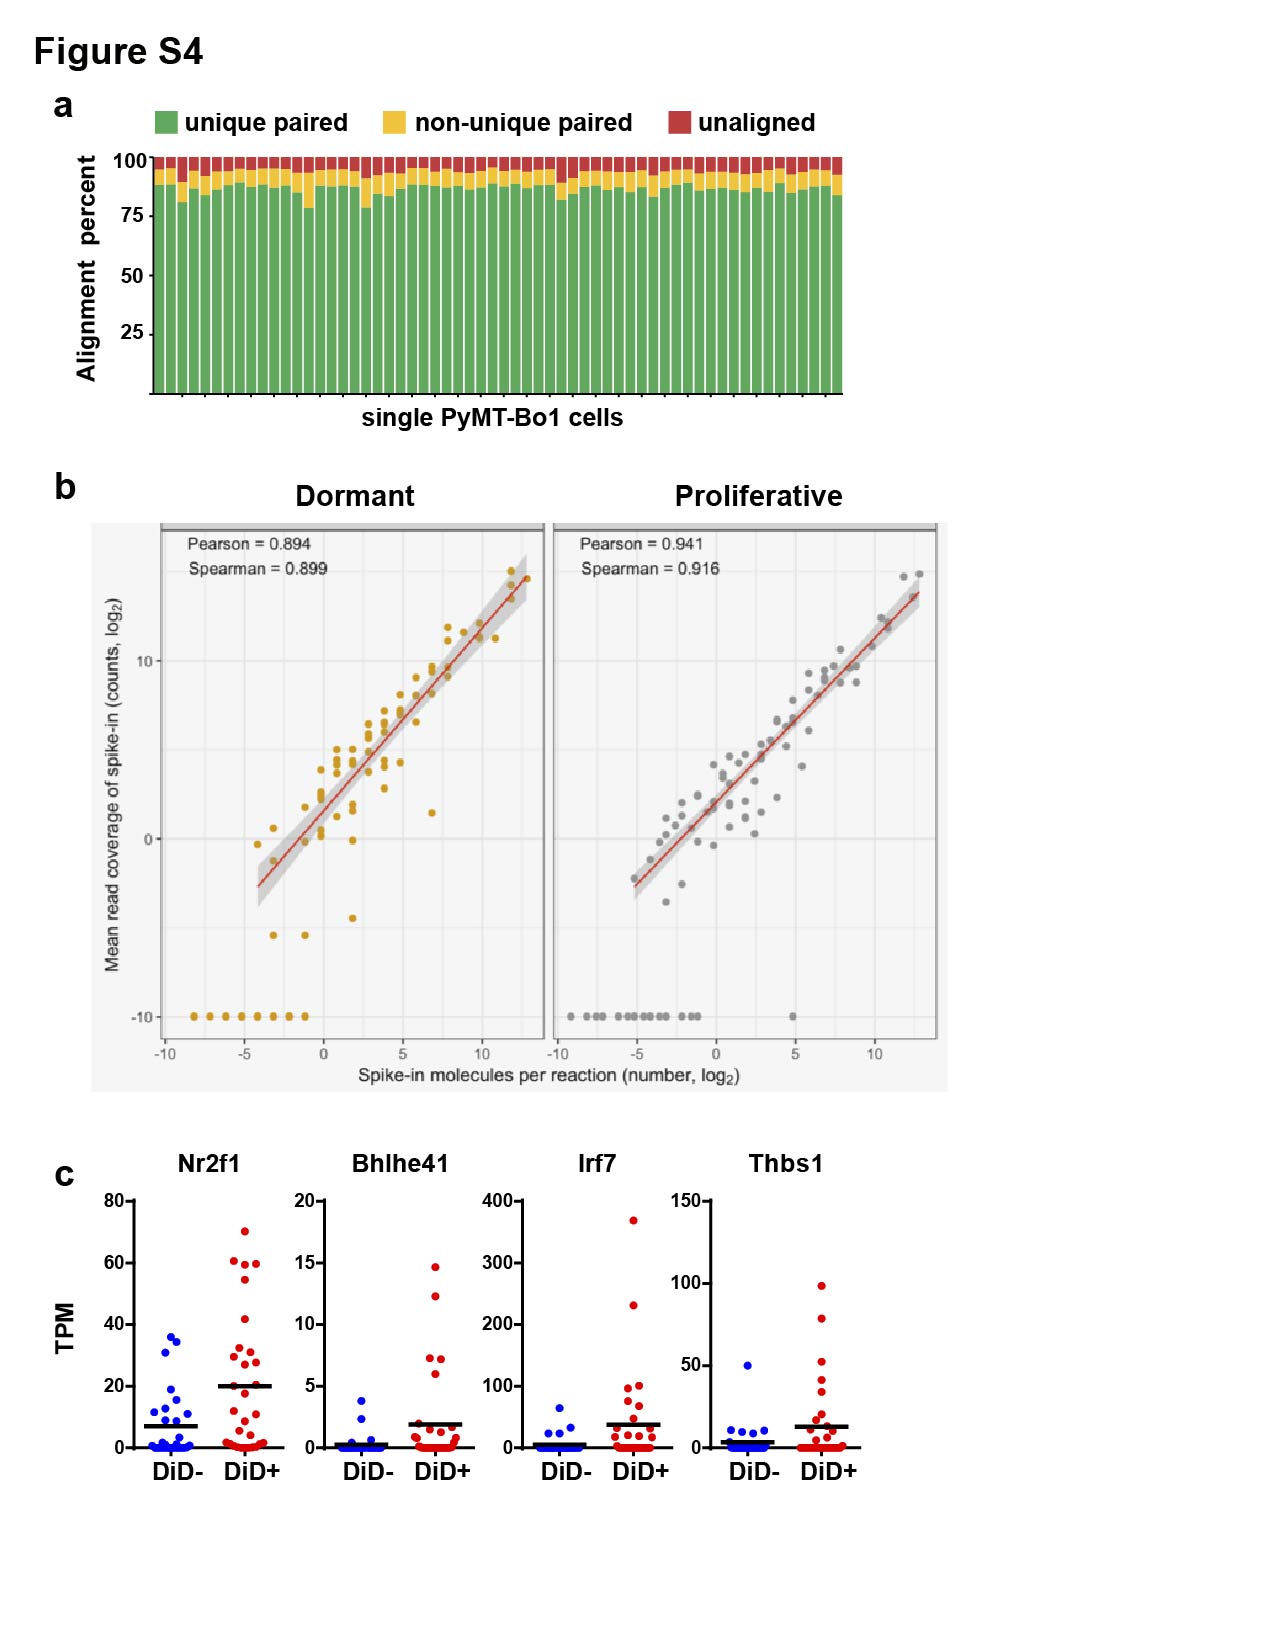

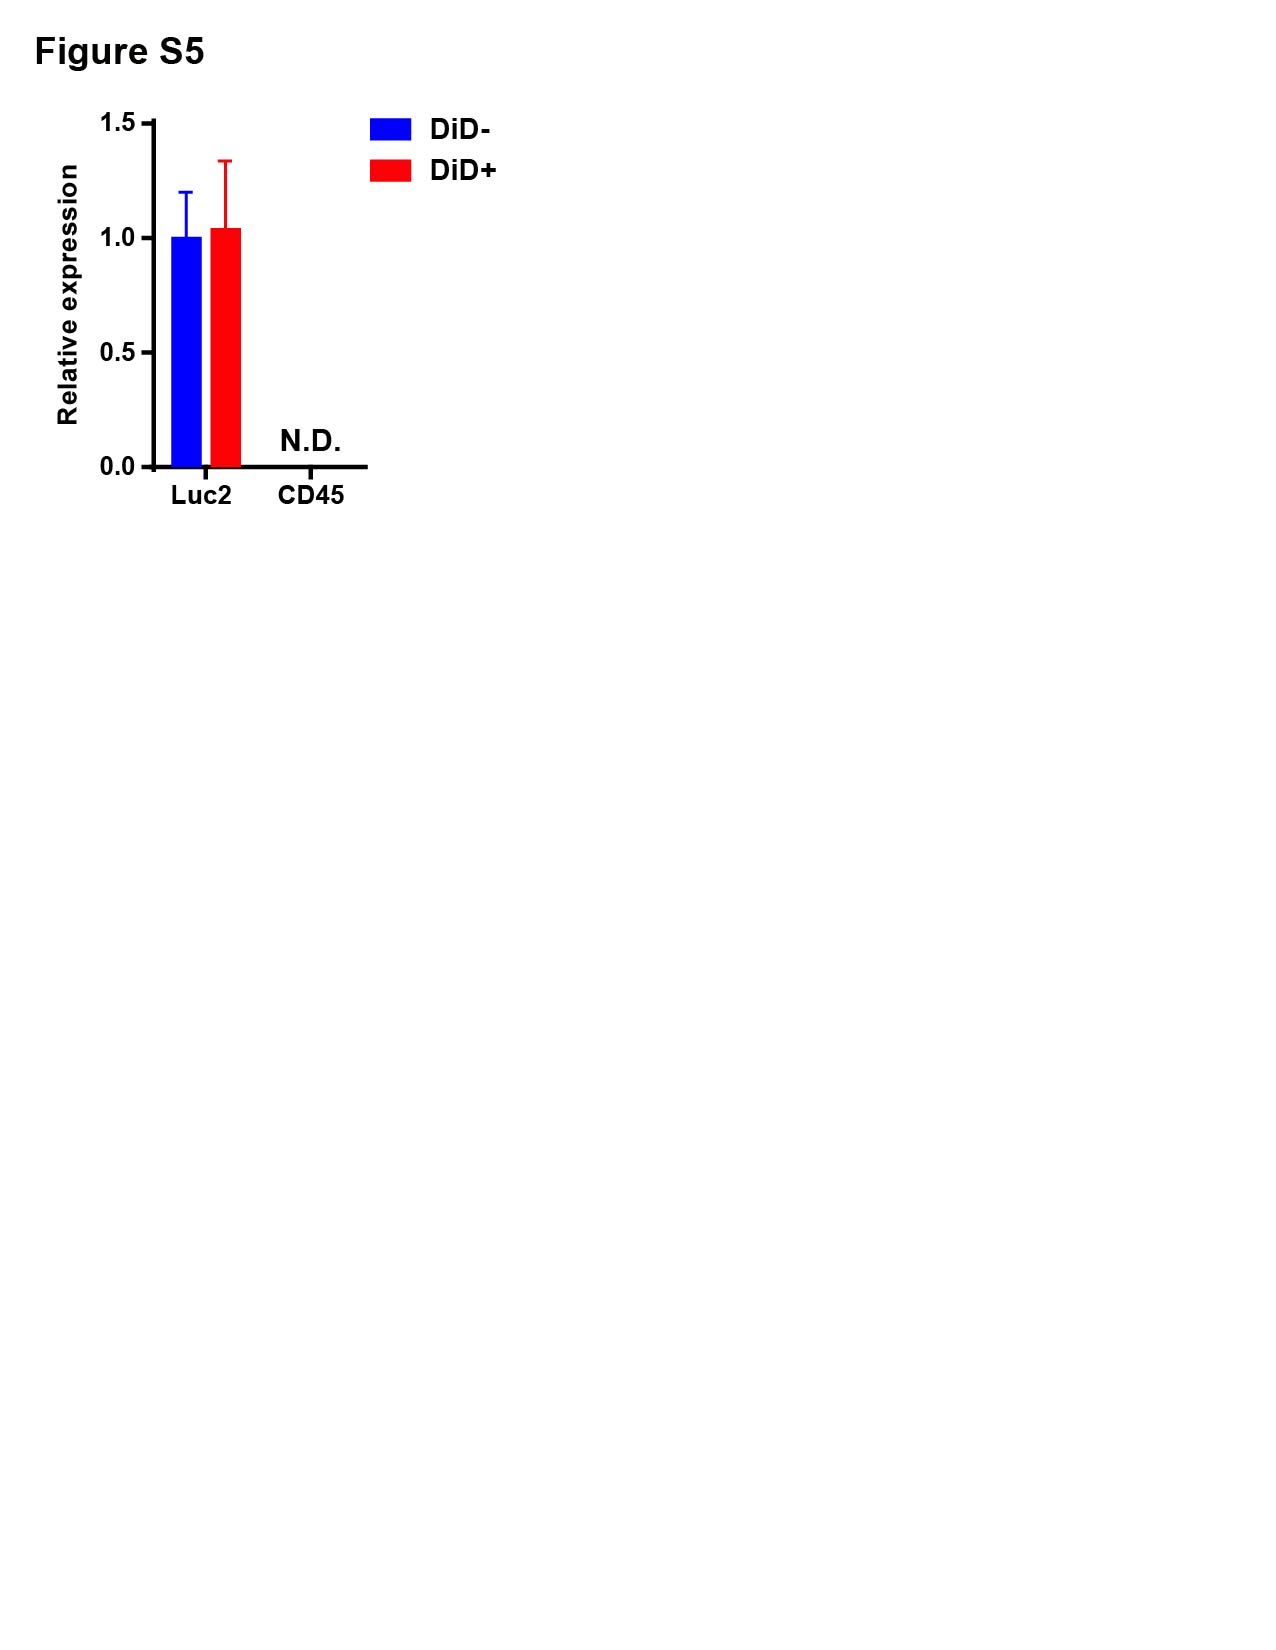

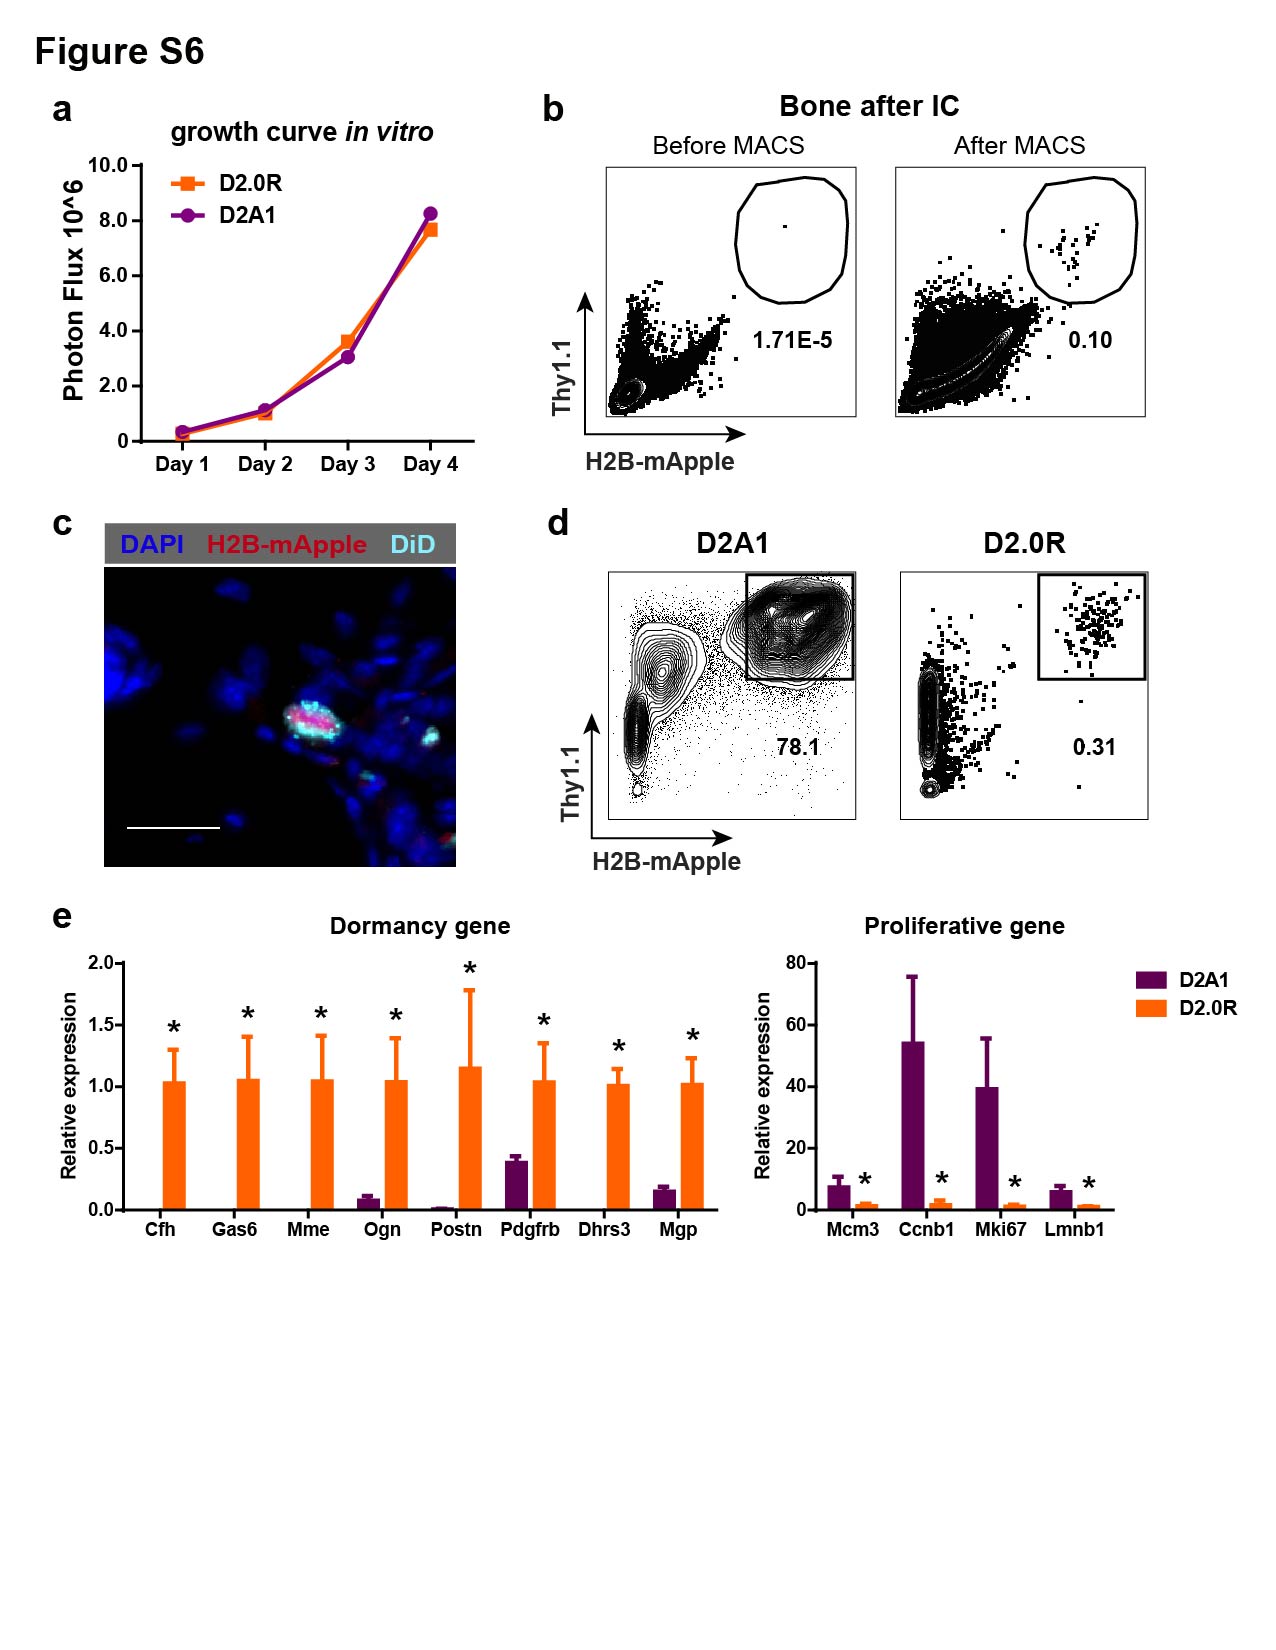

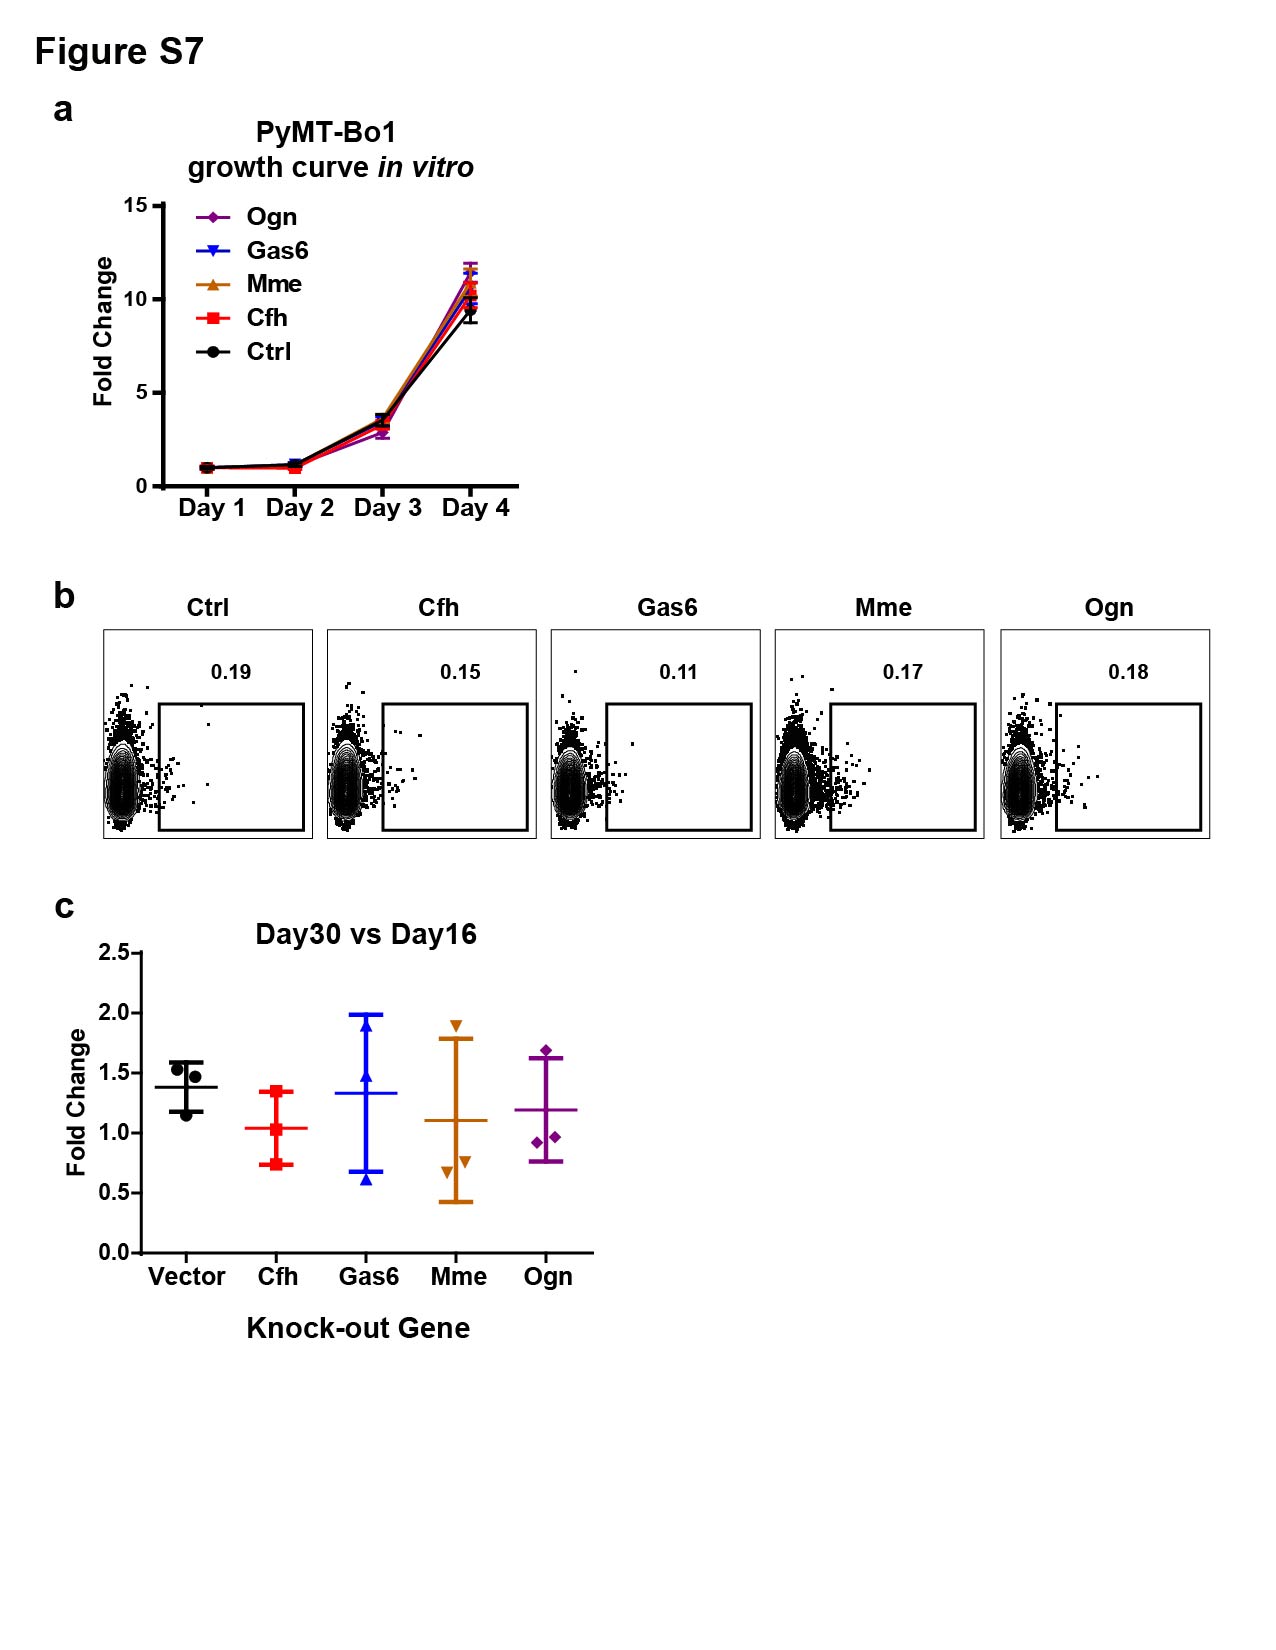

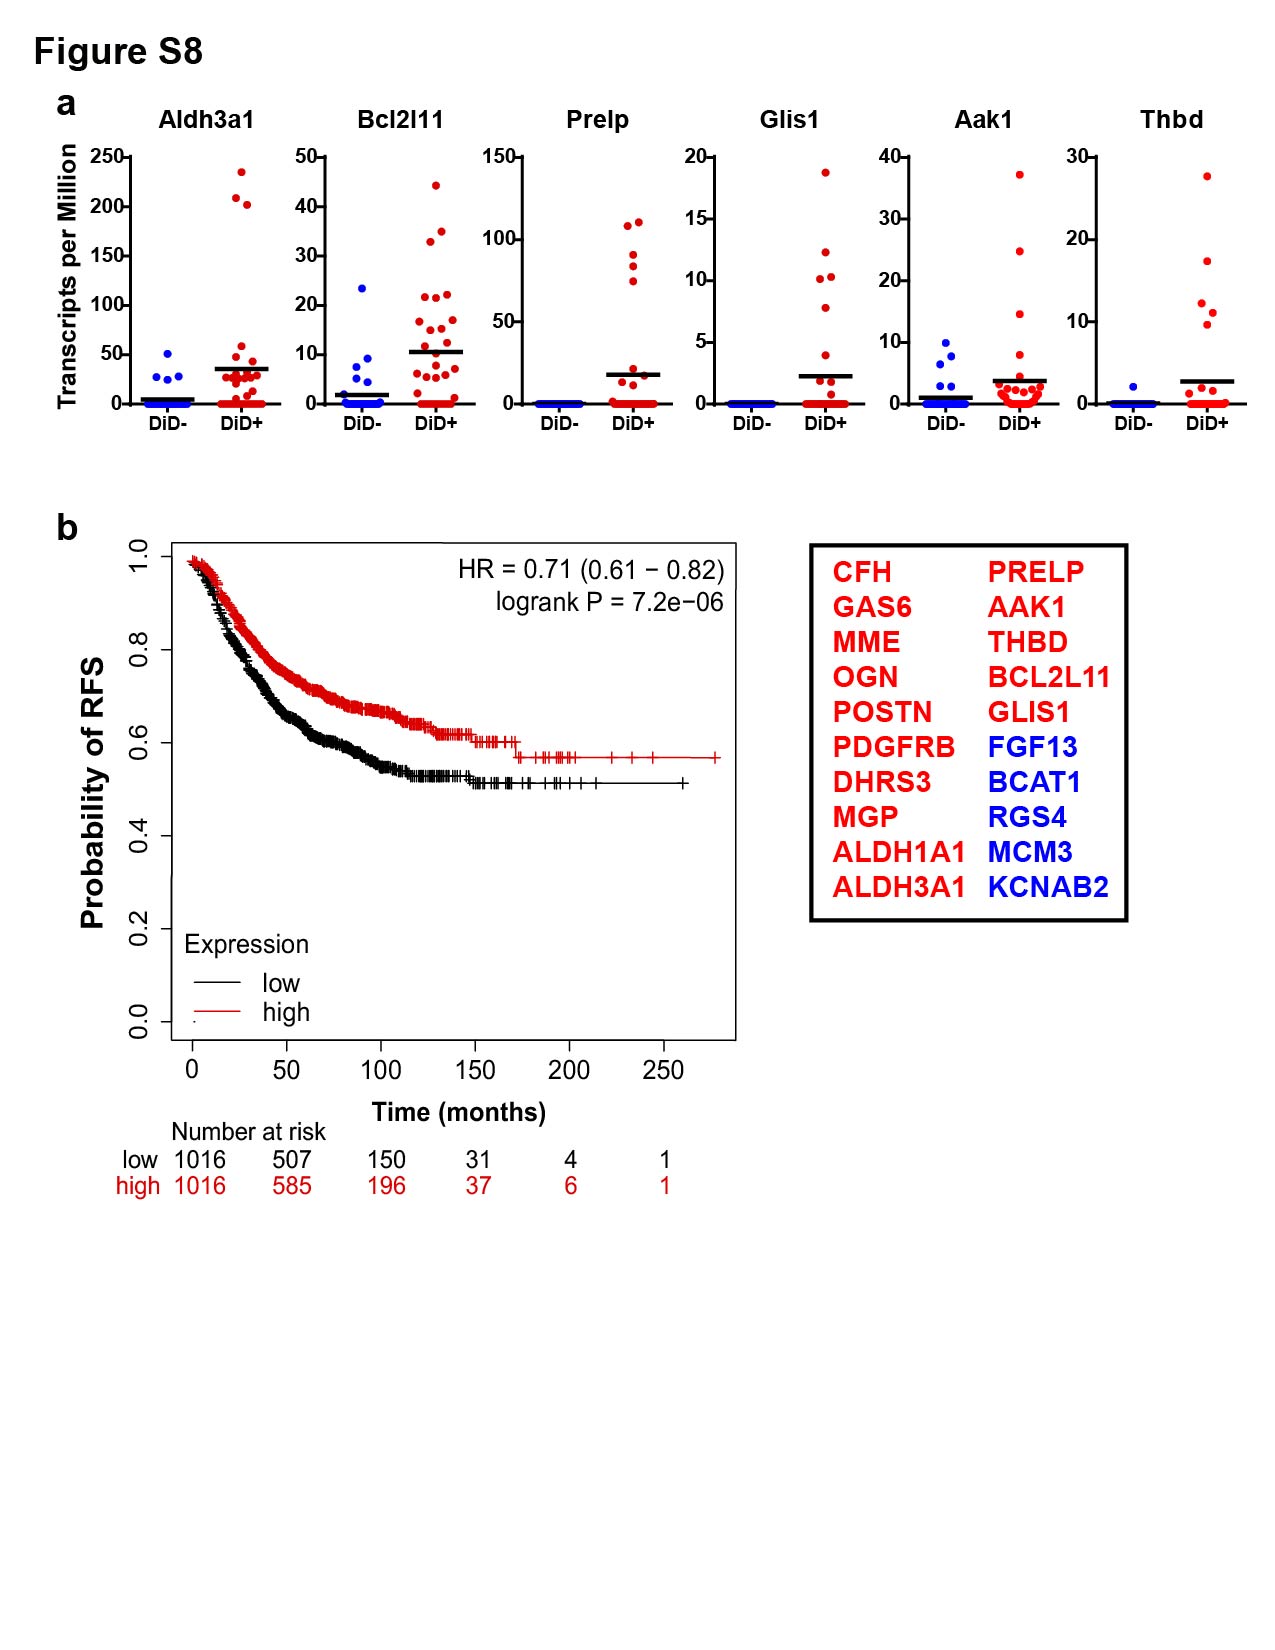
**

**Figure Legends**

**Supplementary Figure S1: Ectopic expression of Thy1.1 in PyMT-Bo1 cells does not impact their metastatic potential. (a)** BLI comparing Control vs Thy1.1+ PyMT-Bo1 metastatic growth *in vivo* 7 days after IC injection. **(b)** Representative image of Control vs Thy1.1+ PyMT-Bo1 signals 7 days after IC injection. Scale represents photon flux (photons/sec/cm^2^/sr). **(c)** Flow cytometry analysis of mixed control and Thy1.1+ PyMT-Bo1 cells before and after IV injection into mice. **(d)** Summary of competitive growth comparison between control and Thy1.1+ PyMT-Bo1 cells *in vivo.* n=4.

**Supplementary Figure S2: PyMT-Bo1 isolation from bones after serial enzymatic digestion. (a)** BLI image showing PyMT-Bo1 cells isolated from tumor-bearing bones after multiple rounds of collagenase digestion. **(b)** Summary of flow cytometry quantitation of recovered PyMT-Bo1 cells from each round of collagenase digestion.

**Supplementary Figure S3: DiD membrane dye intensity reflects cellular division. (a)** Flow cytometry comparing DiD and CellTrace Far Red (CTFR) dye retention over 7 days in arrested irradiated mouse embryonic fibroblasts. **(b)** Whole body BLI imaging of tri-labelled PyMT-Bo1 cells *in vivo* growth after IC injection (n = 5).

**Supplementary Figure S4: scRNA-seq quality control. (a)** Summary of STAR mapping results for each single sorted cell. **(b)** Comparing ERCC spike-ins controls in dormant and proliferative PyMT-Bo1 cells. **(c)** Transcript profile for additional previously-reported dormancy genes in dormant (DiD-) versus proliferative (DiD+) cells.

**Supplementary Figure S5: Isolated DiD high cells are free of contaminating CD45 positive cells.** qPCR comparing transgene Luc2 and CD45 expression in sorted PyMT-Bo1 cells from bone (n = 4). N.D, not detected.

**Supplementary Figure S6: Isolation of breast cancer cells from bone. (a)** D2A1 and D2.0R cells were seed at 500 cells per well in 96-well plate. Growth was measured by BLI every day for 4 days (n = 8). **(b)** Flow cytometry detection of D2.0R DTCs isolated from the bone before and after MACS enrichment. **(c)** Fluorescence image of single DiD+ D2.0R DTC residing in the bone after IT injection where no tumor growth was observed by BLI (data not shown). Scale bar = 50 um. **(d)** FACS sorting of D2A1 and D2.0R cells from the bone after IT injection. **(e)** qPCR results comparing dormancy-related and proliferation genes in sorted D2A1 (n = 4) and D2.0R cells (n = 3). Significance was determined by unpaired t tests, *p≤0.05.

**Supplementary Figure S7: Genetic manipulation of dormancy gene expression in PyMT-Bo1 and D2.0R cells. (a)** BLI to detect PyMT-Bo1 cell growth following ectopic expression of dormancy genes (n = 9). Cells were seeded at 500 cells per well in a 96-well plate and cultured for 4 days with daily BLI measurements. **(b)** FACS analysis of DiD+ label-retaining PyMT-Bo1 cells ectopically expressing dormancy genes from bone 11 days after IC injection. **(c)** BLI of lung region from mice after IV injection of D2.0R cells. Shown is BLI of D2.0R cells on Day 30 vs Day 16, showing no change.

**Supplementary Figure S8: Expression of additional dormancy genes identified by scRNA-seq. (a)** Transcripts profiles for additional top differentially expressed genes in dormant DiD+ and proliferating DiD- PyMT-Bo1 cells included in 15-gene dormancy signature according to our scRNA-seq. **(b)** Kaplan-Meier Plots showing 20-gene signature (combining our top-15 enriched genes and top-5 down-regulated genes (inverted) in dormant breast cancer cells) predicts further increased RFS among breast cancer patients, compared to the gene signature presented in **Fig. 7c**.

How the deposited data were processed for this re-analysis (not part of the article)

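Single PyMT-Bo1 cells sorted from the pooled bones of 5 mice as DiD+ (32 cells) or DiD- (28 cells) were the samples, and the labels gave the group of each. Per the authors' methods and labels, reads were trimmed, aligned with STAR to GRCm38/mm10 extended by ERCC spike-ins and transgenes, and quantified with RSEM. The authors deposited RSEM's estimated counts per gene and cell, without normalization, for 47825 entries, of which 47729 are mouse genes (47224 with a gene symbol in the annotation), 92 are spike-ins and 4 are transgenes. The authors also deposited a normalized signal table, made by them with the BASiCS software, for 13955 genes and transgenes and 58 spike-ins. That table was used only as an alternative scaling. Each of the 60 columns of values was matched to its cell by its label, and 0 columns were left unused.

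Estimated counts were rounded to whole numbers in each cell. Spike-ins and transgenes were kept out of library totals. Counts were summed over the cells of a group and divided by the group total, and the log2 ratio of DiD+ over DiD- was taken with a pseudocount of 1 CPM. Because no mouse is named for a cell, a group is 1 sample, and no p-value, standard error or number of changed genes was computed. Summed counts have exact Poisson intervals and shares of cells exact binomial (Clopper-Pearson) intervals at 95%, which cover counting error only. A count of 0 was given a limit of 3 counts over the group. Shares of cells and genes per cell were also computed after drawing 2200000 counts at random from each cell. Depth is given per group as range and median, and genes near the limit of 0.0251 CPM cannot be compared.

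Genes were named by a rule written in advance. It takes the genes that the paper names as measured by its single-cell sequencing, and, by size alone, the 10 highest and 10 lowest log2 ratios among genes with at least 10 CPM in a group and at least 1 count in at least 10 cells of the group where the gene is higher. Gene lists for the S phase, the G2/M phase, interferon response, chemokines and cytokines, complement and antigen presentation were also fixed in advance, as were marker lists for macrophages or monocytes, neutrophils, B or plasma cells, T or NK cells, erythroid cells, megakaryocytes or platelets, endothelial, mesenchymal stromal and epithelial cells, osteoblasts and osteoclasts. One gene that the paper names is not reported here, and the paper's own lists were summarized without it. A list's median log2 ratio covers its genes with at least 1 CPM in a group. It was set among the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression (seed 20220129), as a description of these libraries. A marker was called present in a cell at 10 counts or more. Cells were described one by one, and no cell was left out, so wells that may hold more than 1 cell are included in all sums.

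The alternatives were the mean over cells of each cell's CPM, the mean of the BASiCS values, scaling of each cell by its spike-in total, scaling of the sums by edgeR's TMM factors or by DESeq2's median-of-ratios factors, pseudocounts of 0.1 and 10 CPM, other minimums (no minimum or 10 CPM for lists, 10 counts for transgenes, 1 or 100 counts for markers), thinning, and leaving out each cell in turn. The authors' BASiCS test was not run again, and neither the gene ontology analysis nor the comparison of spike-ins with their input amounts was repeated. The paper's log2 fold changes were read from the first 1999 of the 3673 entries of Table S1. The qRT-PCR and patient data were not analysed here.

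Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 for scaling factors only. The steps were tested on simulated counts for 47729 genes with the group means and totals of these cells and 200 genes changed by known ratios. Of the changed genes, 97% came within 0.2 of the true log2 ratio of DiD+ over DiD-, a list of 30 raised genes reached the 100th percentile, and 100 random lists had a median percentile of 50.75.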

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

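The tests in this part were chosen after the result was seen, except thinning of the cells, which was set beforehand for all marker lists and taken up as a test for the erythroid markers only afterwards.

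Macrophage transcripts were found in single wells, in genes that the text of the paper does not discuss. At least 7 of 13 macrophage or monocyte markers were present in 6 DiD+ cells (cells 19, 21, 24, 30, 37 and 88) and in DiD- cell 84. The most abundant of these genes were C1qb, at 377 CPM over the DiD+ cells and 10.8 CPM over the DiD- cells, and Lyz2, at 338 CPM and 1.34 CPM, with 90.4% of the DiD+ counts of Lyz2 in cell 24. Some of the markers lie outside these wells as well, since Cd14 had a count in 29 DiD+ and 22 DiD- cells, and the 3 C1q genes are also in the complement list. Free RNA in the sort fluid that reached all wells alike is excluded, because 48 of 60 cells had no C1qa count. A macrophage sorted in place of a tumor cell is excluded for cells in which Krt8 marks the tumor cell, since the lowest Krt8 count in the 7 cells was 6505. In DiD+ cell 30, which had 0 counts on all counted transgenes, this rests on Krt8 (9970 counts) and Krt18 (6356 counts). Deeper sequencing is also excluded, because 7 cells still held at least 7 markers after thinning. Expression shared by DiD+ cells as part of their state is excluded, since 18.8% of DiD+ cells held the markers and a DiD- cell did too, but a state of a few cells stays open. A macrophage, or part of one, in the same well as a tumor cell may explain these values, since the fewest markers in any of the 7 cells was 11 and 0 cells held 6 to 10. The paper excluded CD45-positive cells at sorting. The gene of CD45, Ptprc, had 0 to 2 counts in cells 24, 30, 37 and 88. It had 11 counts in cell 19, 19 in cell 84 and 121 in cell 21. A cell pair sorted together, material taken up by either cell and a fused cell were not told apart by these or any other values here.

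Erythroid transcripts were found in wells of both groups. At least 4 of 7 erythroid markers were present in 3 DiD+ cells (19, 30 and 37) and in 3 DiD- cells (44, 84 and 86), and 4 of these 6 cells also held at least 7 macrophage markers. The text of the paper does not discuss these genes. The most abundant was Hbb-bs, at 2933 CPM over the DiD+ cells, of which 69.4% was in cell 30, and at 751 CPM over the DiD- cells, of which 98.7% was in cell 86. The globin genes have near-identical copies, so reads can be shared between them, but Alas2, which is not a globin, had 74.7% of its DiD+ counts in cell 30 and 100% of its DiD- counts in cell 86. Free erythroid RNA that reached all wells alike is excluded, because 48 of 60 cells had no Hbb-bs count. An erythroid cell sorted in place of a tumor cell is excluded with the same limit as above, since the lowest Krt8 count in these cells was 6505. Deeper sequencing is excluded, because 6 cells still held at least 4 markers after thinning. An erythroid cell, or RNA of one, in the same well as a tumor cell may explain the values, since 44 of 60 cells held none of the 7 markers. The difference between the groups rests on DiD+ cell 30 and DiD- cell 86, and no biological explanation was tested.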

How the results depend on the processing

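The distance of a list from the median of all genes, the dormancy genes without cells with a stromal gene and the transgene levels with 1 cell left out were added after the data were seen, and the other alternatives were set beforehand. No paired analysis was possible because the labels give no mouse or replicate number for a cell.

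Scaling by spike-ins moved the median log2 ratio over all genes to -0.34, against 0.04 for summed counts, 0.05 for the mean of per-cell CPM, -0.00 for BASiCS values, 0.02 for TMM and 0.01 for median-of-ratios factors. Under spike-in scaling the list medians were -0.91 for the S phase, -0.62 for G2/M, 1.08 for interferon response, 2.95 for macrophage and 0.92 for erythroid genes. The direction was kept for each of the 11 lists recomputed under every scaling, minimum and pseudocount. Relative to all genes, the S phase list lay between -0.82 and -0.57 and the interferon list between 1.42 and 1.80 over the scalings. A pseudocount of 0.1 CPM gave 3.50 for chemokines and cytokines and 5.05 for complement. Both lists hold genes with no count in a group, whose ratio depends on the pseudocount. Without a minimum CPM these lists were at 1.01 and 1.10.

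With 1 cell left out at a time, the S phase median lay between -0.93 (without DiD+ cell 82) and -0.53 (without DiD- cell 32), and the G2/M median between -0.75 (without DiD+ cell 67) and -0.37 (without DiD- cell 65). The macrophage median lay between 3.62 (without DiD+ cell 24) and 5.66 (without DiD- cell 84), and the erythroid median between 0.44 (without DiD+ cell 30) and 7.44 (without DiD- cell 86). The other medians lay between 1.63 and 1.99 for interferon response, 1.61 and 2.09 for chemokines and cytokines, 3.18 and 3.92 for complement, and 1.10 and 1.59 for antigen presentation. Those of the paper's genes lay between 4.04 and 4.94 for 8 dormancy genes, where the highest was without DiD- cell 84, between 1.98 and 2.69 for 6 genes reported before, and between 2.79 and 3.15 for 14 signature genes. Without the 7 DiD+ cells with at least 10 counts of Col1a1, Col1a2, Dcn or Lum, the 8 dormancy genes had a median of 3.29.

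Leaving out 1 cell reversed 2 of the 41 named genes. Ccnb1 lay between -0.58 (without DiD+ cell 63) and 0.11 (without DiD- cell 27), and Ptprc between -0.0043 (without DiD+ cell 21) and 0.98 (without DiD- cell 84). These cells hold a large share of the gene's counts. No named gene reversed under another scaling or pseudocount. The ratio moved by more than its counting interval for 37 of the 41 genes under spike-in scaling, 26 with BASiCS values, 20 with the mean of per-cell CPM, 4 with median-of-ratios and 3 with TMM factors, and for 30 and 40 with pseudocounts of 0.1 and 10 CPM. Counting intervals are narrow at this depth and do not cover the spread between mice, which these data cannot give.

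A minimum of 10 counts lowered the share of DiD+ cells with Ptprc to 6.25%, since 4 of the 6 cells had fewer. Thinning lowered the median number of genes per DiD+ cell to 8019.5. The numbers of cells with most macrophage or erythroid markers were 6 and 1, and 3 and 3, under thinning and under a minimum of 100 counts. A minimum of 1 count gave 7 DiD+ cells for the macrophage markers and left the other 3 numbers as they were. The shares of cells with each transgene stayed within their intervals under both alternatives. The Pymt level in DiD+ cells fell from 6.93 CPM to 2.27 CPM without cell 88, which left it close to the 2.31 CPM of DiD- cells.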

Differences from the paper's values

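No test in this part was chosen after the values were seen. The paper's test took cells as replicates, and the values here treat each group as 1 sample. The paper's log2 fold changes come from the part of Table S1 that was read (the first 1999 of 3673 entries), where 22 of the named genes with counts in both groups were found. The ratios in this part were computed without a pseudocount, and all 22 had the same sign as the paper's. The paper's values are estimates of a model that gives a mean above 0 also where a group has no count (0.121 for Rgs4 in DiD+ cells), so for genes with few counts in a group, such as Gas6 and Fgf13, the 2 values are not on the same scale. A difference is given where both values lie farther apart than the counting error.

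For the dormancy gene Gas6, with 1 count in DiD- cells, the paper's value is 7.388 and the value here 11.79. The paper gives 4.453 for Ogn, against 6.69 here, and 3.959 for Postn, against 5.14 here. It gives 1.598 for Pdgfrb, against 1.48 here, and 1.653 for Mgp, against 2.07 here. For Bhlhe41 the paper's value is 1.95 and the value here 2.37, and for Irf7 the paper's is 2.589 and that here 2.78. Of the further signature genes, Aldh3a1 is at 2.843 in the paper and 2.62 here, and Bcl2l11 at 3.17 in the paper and 3.38 here. Among genes lower in DiD+ cells, the paper gives -2.402 for Bcat1 (here -1.38), -3.959 for Fgf13 (here -6.50), -1.885 for Kcnab2 (here -1.37) and -1.619 for Lmnb1 (here -0.76). Among the genes named by size, the paper gives 4.55 for Ccn5 (here 5.76), 4.055 for Apoe (here 4.83), 3.826 for Ifit1 (here 5.37), 3.457 for C1qa (here 5.01), -3.55 for Nefl (here -3.98), -2.558 for Ubox5 (here -3.79) and -2.021 for Pald1 (here -2.79).

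Of the alternatives set before the data were examined, some brought a value within the counting error of the paper's. For Gas6 it was a pseudocount of 0.1 CPM (8.10). For Pdgfrb they were the mean of per-cell CPM (1.64), BASiCS values (1.66) and spike-in scaling (1.58). For Bhlhe41 they were spike-in scaling (1.91), a pseudocount of 0.1 CPM (2.24) and leaving out DiD+ cell 69 (2.06), and for Irf7 the BASiCS values (2.67). For Bcl2l11 they were the mean of per-cell CPM (3.30), BASiCS values (3.28), median-of-ratios factors (3.35), a pseudocount of 0.1 CPM (3.32) and leaving out DiD+ cell 83 (3.25). For Ifit1 it was leaving out DiD+ cell 21 (3.69), and for C1qa spike-in scaling (3.36) and a pseudocount of 10 CPM (3.50). The other alternatives did not for these genes, and none did for Ogn, Postn, Mgp, Aldh3a1, Bcat1, Fgf13, Kcnab2, Lmnb1, Ccn5, Apoe, Nefl, Ubox5 or Pald1. Of the cells left out, those giving the lowest and the highest ratio of each gene were compared. Some of these moved a value farther from the paper's by more than 1.5-fold. Without 1 DiD- cell, Ogn went to 9.27 (cell 44), Postn to 7.10 (cell 34), Bhlhe41 to 3.14 (cell 26), Irf7 to 3.71 (cell 45), Ccn5 to 6.94 (cell 26), and Apoe to 8.29 and C1qa to 7.41 (both cell 84). Ifit1 went to 12.09 without cell 71, which held 99.1% of its 218 DiD- counts. Too few counts remain there for this value to be set against the paper's. Without 1 DiD+ cell, Nefl went to -4.70 (cell 18) and Ubox5 to -4.83 (cell 42).

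The paper states that each cell expressed at least 1 transgene, and here DiD+ cell 30 had 0 counts on all 4 that were counted. Thy1.1 was not examined, so this does not show that cell 30 expressed no transgene. The paper also states that the transgenes had the same mean level in both groups. Here mApple was at 58.7 CPM in DiD+ and 59.5 CPM in DiD- cells, with intervals that overlap. Luc2 was at 77.8 CPM in DiD+ and 91 CPM in DiD- cells, while its median count per cell was higher in DiD+ (348) than in DiD- cells (282.5). It states that no Ptprc was detected, and here 6 DiD+ cells and 1 DiD- cell had counts on it. It states that the spike-ins had equivalent coverage per depth in all cells, and here they took a median of 1.88% of the counts in DiD+ cells (range 0.559% to 6.53%) and 1.51% in DiD- cells (range 0.559% to 2.53%). It states that the wells were free of host cells, and here 7 cells held at least 11 of 13 macrophage markers. The paper also excluded CD45-positive cells at sorting, and its qRT-PCR on sorted cells detected no CD45. Neither result was examined here.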

Other observations

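The tests in this part were chosen after the result was seen, except that on the interferon list with 1 cell left out.

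Whether the macrophage transcripts account for the higher immune and dormancy genes in DiD+ cells was asked of each group of genes. Among the dormancy genes, for 0 of 8 did most of the DiD+ cells with at least 10 counts of the gene hold at least 7 macrophage markers. The outcome was fixed for Mme, Ogn, Pdgfrb, Dhrs3 and Mgp. Each was in at least 12 DiD+ cells, and only 6 DiD+ cells held the markers. For Gas6 (2 of 11 cells), Postn (1 of 7) and Aldh1a1 (1 of 11), macrophage RNA in the same wells is excluded as the source in most cells. Few such cells held Ogn (0 of 12), Mme (1 of 16) or Pdgfrb (2 of 19), while all 6 held Dhrs3 and Mgp. RNA of mesenchymal stromal cells in the same wells is excluded as the whole cause, because without the 7 DiD+ cells with at least 10 counts of Col1a1, Col1a2, Dcn or Lum all 8 genes were still higher in DiD+ cells, with a median log2 ratio of 3.29. Pdgfrb fell to 0.44 without these cells. For Postn, stromal RNA as the source of most counts stays open, since 75.1% of its DiD+ counts lay in these 7 cells. The 5 cells with the most Postn (29, 31, 41, 68 and 82) held 96.8% of its DiD+ counts and had 572 to 3874 Krt8 counts, against a median of 7967 in DiD+ cells. Against it stand 0 counts of Col1a2 and of Lum in these 5 cells and at most 193 of Col1a1 and 108 of Dcn, next to at least 2030 of Postn. With it goes the summed CPM of all 11 stromal markers, Pdgfrb among them. In these 5 cells the sum ran from 619 (cell 68) to 4226 (cell 41), against a DiD+ median of 195 and a DiD- maximum of 497. Cell 31 held 6 of the 11 markers. Each of the 5 had Luc2 counts (at least 220), but a tumor cell sharing its well with stromal RNA would have them too. With so few cells stromal RNA cannot be told apart from a state of tumor cells with little Krt8. The 7 cells with a stromal gene held 18.3% of the DiD+ counts of all genes. Their shares were 65% for Ogn, 59.9% for Pdgfrb, 52.7% for Dhrs3, 44.1% for Mgp and 34.1% for Mme. This leaves part of these counts open in the same way. For Gas6 and Aldh1a1 the shares were 22.2% and 20.9%. Dhrs3 is a gene for which part of the counts lie in the wells with macrophage markers. For the C1q genes, 6 of the 8 DiD+ cells with at least 10 C1qa counts held at least 7 of the other 10 macrophage markers. The others, cells 38 and 69, had 98 and 53 C1qa counts and held fewer. Both had 0 Apoe counts, while Apoe exceeded C1qa in every cell with at least 7 macrophage markers (5137 against 668 in cell 30). This argues against a smaller amount of the same RNA in cells 38 and 69. In cell 69, however, 91 Lyz2 counts go the other way, so macrophage RNA stays open for that cell. As the source of most of the C1qa counts, macrophage RNA may hold. Of the C1qa counts in DiD+ cells, 99.3% lay in the 6 cells with at least 7 of the other 10 markers. For class II genes the values rest on these wells almost alone. Cd74 had 0 counts in 26 DiD+ cells, and the 6 with at least 10 counts all held at least 7 macrophage markers. The same held for all 5 DiD+ cells with at least 10 H2-Aa counts and all 4 with H2-Ab1. The higher complement values in DiD+ cells can rest in part on these wells, and the state of the tumor cells in them was not tested.

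For the interferon genes, macrophage RNA in the same wells is excluded as the whole cause. Of the 5 DiD+ cells with the highest sums, 1 held at least 7 macrophage markers, and the highest, cell 68, held 1 marker. As part of the cause it stays open. At least 7 macrophage markers were held by 5 of the 10 DiD+ cells with at least 10 Ifit3 counts. For Irf7 it was 5 of 15 and for Ifit1 2 of 10, against 6 of all 32 DiD+ cells. By counts, however, 69.8% of the DiD+ Ifit1 counts were in cell 21, which held 13 macrophage markers. The top cell of Ifit3 (41.2%) and of Irf7 (31.0%) was cell 68. For the list as a whole, that 1 cell holds most of the counts is excluded as well, because the lowest median of the list with 1 cell left out was 1.63. For the lower S phase genes, a difference in library scaling between the groups is excluded, because 1 factor per group moves all genes alike, and the list lay at -0.57 or lower relative to all genes under the scalings that act on each cell. TMM and median-of-ratios factors cannot move this distance and were not counted. A biological difference between dormant and proliferative cells stays open for these genes, and a difference between mice cannot be examined, since no mouse is named.

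The remaining marker lists gave these median log2 ratios of DiD+ over DiD-, over genes with at least 1 CPM in a group. The value was -0.98 for 3 neutrophil genes, 2.77 for 2 B or plasma cell genes, both of which had no DiD- count, 1.07 for 3 megakaryocyte or platelet genes, and -0.77 for 2 endothelial genes. It was 1.10 for 8 mesenchymal stromal genes, of which Pdgfrb is also one of the paper's genes, 0.21 for 2 osteoblast genes, 1.65 for 3 osteoclast genes and -1.003 for 2 epithelial genes (Krt8 and Krt18). No T or NK cell gene reached 1 CPM in either group. Krt8 was at 1831 CPM in DiD+ and 3395 CPM in DiD- cells, and had counts in all cells.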
